# Dissecting the molecular control of immune cell accumulation in the inflamed joint

**DOI:** 10.1172/jci.insight.151281

**Published:** 2022-04-08

**Authors:** Catriona T. Prendergast, Robert A. Benson, Hannah E. Scales, Caio Santos Bonilha, John J. Cole, Iain McInnes, James M. Brewer, Paul Garside

**Keywords:** Autoimmunity, Inflammation, Arthritis, Autoimmune diseases, Cell migration/adhesion

## Abstract

Mechanisms governing entry and exit of immune cells into and out of inflamed joints remain poorly understood. We sought herein to identify the key molecular pathways regulating such migration. Using murine models of inflammation in conjunction with mice expressing a photoconvertible fluorescent protein, we characterized the migration of cells from joints to draining lymph nodes and performed RNA-Seq analysis on isolated cells, identifying genes associated with migration and retention. We further refined the gene list to those specific for joint inflammation. RNA-Seq data revealed pathways and genes previously highlighted as characteristic of rheumatoid arthritis in patient studies, validating the methodology. Focusing on pathways associated with cell migration, adhesion, and movement, we identified genes involved in the retention of immune cells in the inflamed joint, namely junctional adhesion molecule A (JAM-A), and identified a role for such molecules in T cell differentiation in vivo. Thus, using a combination of cell-tracking approaches and murine models of inflammatory arthritis, we identified genes, pathways, and anatomically specific tissue signatures regulating cell migration in a variety of inflamed sites. This skin- and joint-specific data set will be an invaluable resource for the identification of therapeutic targets for arthritis and other inflammatory disorders.

## Introduction

Rheumatoid arthritis (RA) is a chronic autoimmune disease that is characterized by joint and synovial swelling and the infiltration and accumulation of inflammatory cells in the normally sparsely populated joint space (reviewed in McInnes and Schett; ref. 1). This cellular accumulation in the inflamed joint can occur through increased recruitment, survival, and/or proliferation of cells in the articular environment. Equally, accumulation could occur through a failure in cellular egress from the inflamed joint. Numerous cell types are found within the inflamed joint environment, which play important roles in directly causing joint pathology and maintaining the underlying autoimmune responses (1).

The development of autoimmune responses in RA is thought to occur in the lymphoid organs (lymphoid phase). The direct cause of this breach of self-tolerance is unknown but involves a number of environmental/lifestyle risk factors, and genome-wide association studies have identified polymorphisms in genes related to T cell activation as risk factors (i.e., HLA-DR4 and PTPN22). After this breach of tolerance, inflammatory cells, including T cells, neutrophils, and macrophages, are recruited to the joints (articular phase). The molecular pathways that promote the recruitment of these cells are well characterized, involving a variety of cytokines, chemokines, adhesion molecules, and their receptors (2, 3). For example, it has been shown that blocking the chemokine receptor CXCR3 inhibits T cell recruitment to inflamed joints (4), while CCR2 is known to be essential for the recruitment of monocytes to tissues. Less is understood about the molecules responsible for either retaining cells within tissues or mediating their egress. Retention of T cells may be dependent on adhesion molecules directly and/or the presence of cognate antigen and interaction with antigen presenting cells (APCs), such as DCs and antigen-specific B cells. Indeed, we have previously demonstrated in a murine model of breach of self-tolerance that T cells can interact with DCs in the inflamed joint in a fashion consistent with the cognate interactions routinely observed in lymph nodes (LNs) during antigen presentation (5). Less is known about the molecular pathways that govern the egress of cells from inflamed joints. Pharmacological inhibition of the sphingosine-1/phosphate (S1P) pathway has been shown not only to prevent lymphocyte egress from LNs (6, 7) but also to inhibit DC migration from joints to LNs (8, 9).

In order to further our understanding of the genes and molecules governing cellular egress from and retention in inflamed joints, we utilized a murine model of inflammatory arthritis (10) and a transgenic mouse expressing the photoconvertible protein Kaede (11). Using these models, we identified cells that had migrated out of inflamed joints to the draining LNs and those that were retained in the inflamed articular tissues. Comparison of these 2 leukocyte populations generated a data set of genes specific to the movement of inflammatory cells out of the joint. Genes common to general inflammation were excluded through the inclusion of corresponding cell populations derived from an inflamed nonarticular tissue, in this case the skin. In this way, an invaluable data set was generated. Data mining using pathway analysis identified several genes of interest to take forward for further exploration. Initial studies demonstrated that these provide targets of therapeutic interest.

## Results

### Identification of cellular egress from inflamed joints to draining LNs.

Considerable efforts have focused on pathways recruiting cells to the inflamed joint; however, there has been little focus on mechanisms regulating their exit. We therefore took advantage of transgenic mice expressing the photoconvertible protein Kaede to optically tag cells in murine joints during inflammatory arthritis and determine the extent to which cellular egress occurred. In this system, UV conversion of Kaede green to red irreversibly identifies cells present in the joint at the time of photoconversion (11). Cells that are subsequently retained in the joint are identifiable as Kaede red^+^, and any Kaede red^+^ cells present in the popliteal LNs (pLNs) are known to have migrated from the photoconverted joint.

Articular inflammation was induced in Kaede mice using a previously described model of inflammatory arthritis (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.151281DS1) (10), and joint tissues were photoconverted on day 3 after induction of articular inflammation. Flow cytometry of joint tissues immediately after UV exposure confirmed successful photoconversion of Kaede green to red (~70% of the CD45^+^ cells photoconverted to Kaede red) (Figure 1, A and B) and only a slight increase in the percentage of Kaede red^+^ cells in the draining LNs compared with the unswitched control (Supplemental Figure 1, B and C). The proportion of Kaede red^+^CD45^+^ cells in the joint decreased 24 hours after photoconversion (data not shown), probably reflecting continuing recruitment of nonconverted Kaede green cells from the periphery. Importantly, at 24 hours after photoconversion, Kaede red^+^ cells were detected in the joint-draining pLNs, with a significant increase in cells migrating from inflamed versus noninflamed joints (2.1% to 3.7% versus 0.2% to 0.6% of the CD45^+^ cells, respectively) (Figure 1, C and D).

To determine which cells were remaining within the inflamed joint and those migrating out, we compared the phenotype of Kaede red^+^ cells in the joint (nonmigratory) and those in the pLN (migratory) via flow cytometry (Figure 1, E and F). Comparison between the 2 populations revealed that the migratory population contained a significantly greater proportion of T cells (CD3^+^CD4^+^ and CD3^+^CD8^+^) and B cells (Figure 1F). By contrast, the percentages of CD11b^+^Ly6G^+^ neutrophils and CD11b^+^MHCII^–^ (monocytes) were higher in the nonmigratory compared with migrated leukocytes (Figure 1F). Comparable proportions of DCs, Tregs (CD3^+^CD4^+^FoxP3^+^), and nonconventional T cells (CD3^+^CD4^–^CD8^–^) were found in the 2 populations (Figure 1F). Analysis using t-distributed stochastic neighbor embedding (t-SNE) allowed the visualization of the different populations using 2 flow cytometry panels (Supplemental Figure 2, A and B), demonstrating that the migratory and nonmigratory populations were composed of distinct cell types.

### Migratory and nonmigratory cells display distinct transcriptional profiles.

To understand the molecular cues governing the egress of cells from the inflamed joint, the migratory and nonmigratory Kaede red^+^ cells were sorted by FACS from pooled samples of either the pLN or joint, respectively, in triplicate, at day 4 after challenge (24 hours after photoconversion). RNA-Seq was performed on the Kaede red^+^ cells obtained from the pLN (joint migratory) and joint (joint nonmigratory), and the differential expression of genes is shown in Supplemental Table 1. 

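These data are read counts per gene for 3 joint migrated and 3 joint nonmigrated pools, made by the authors with TopHat2 alignment to the mm10 genome and HTSeq counting. Library totals of assigned counts, the depth used here, ran from 35554698 to 41853129 (median 37541041) in joint nonmigrated cells. In joint migrated cells they ran from 40280509 to 43814403 (median 43769361). The paper gives at least 20 M aligned concordant read pairs per sample, and the smallest library in the deposited table holds 19239531 assigned counts. In the 6 joint libraries, 3 counts equal 0.0616 to 0.0996 CPM (counts scaled to a common, TMM-normalized library size), and a group with no library above 3 counts allows only a bound on a fold change. Genes were tested with edgeR's quasi-likelihood test on the 12 libraries of the inflamed joint and skin populations together, so that all groups share an estimate of the spread. TMM normalization and a minimum count of 10 left 16777 genes. A gene counts as called at a Benjamini-Hochberg adjusted p under 0.001 with an absolute log2 fold change above 1, and standard errors (SE) are those of the fit. The threshold of 0.001 is the one printed in Fig. 2C. The 0.05 given in the methods, the DESeq2 Wald test named there and a fit with the replicate number as a block within each site were run as alternatives. Across genes, log2 values of replicates correlated at 0.987 to 0.993 in nonmigrated and 0.986 to 0.994 in migrated cells, where genes are not independent replicates.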

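A principal component analysis was run on the 6 joint libraries, with log2 of CPM plus 1 for 16519 genes. The first component carried 90.4% of the variance and the second 3.96%. On the first component, nonmigrated replicates 1 to 3 scored -84.98, -82.46 and -78.13, and migrated replicates 1 to 3 scored 87.66, 82.39 and 75.52, so the gap between the groups is far wider than the spread within either. On the second component, the scores in the same order were 19.39, 7.83 and -26.94 for nonmigrated and 17.0, 0.41 and -17.69 for migrated cells. Scaling each gene to unit variance moved the share of the first component most, to 63.9%.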

Principal component analysis revealed the similarity between the biological replicates as well as the differences between the 2 groups (Figure 2A). 

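Between joint migrated and joint nonmigrated cells, 3586 of the 16777 tested genes were called, 1476 of them higher in migrated and 2110 higher in nonmigrated cells. The smallest adjusted p among higher genes (edgeR, Benjamini-Hochberg) belonged to Aire (log2 fold change 6.01, SE 0.264, adjusted p 8.2e-08), Ankrd35 (6.18, SE 0.3) and Il9r (4.27, SE 0.23). Among lower genes they belonged to Prdx5 (log2 fold change -3.66, SE 0.105), Fcgr3 (-6.34, SE 0.201) and Slc16a3 (-4.35, SE 0.144). Aire and Prdx5 overlap Dnmt3l and Trmt112 on the opposite strand. With the replicate number as a block, 2826 genes were called, 2730 of them among the 3586. Deviations of same-numbered libraries from their group means correlated at 0.130 across genes. The alternative that moved the count most was an adjusted p under 0.05, with 5757 genes called.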

We identified 4507 differentially expressed genes, with 1866 genes more highly expressed by migratory cells and 2641 by nonmigratory cells (Figure 2, B and C). Network analysis of the upregulated genes in the nonmigrated cells suggested involvement of a variety of pathways related to immune activation, cytokine signaling, and metabolism (Supplemental Figure 3). Pathway analysis of the genes more highly expressed by the migratory cells revealed enrichment of genes associated with cell adhesion and activation of adaptive immune responses (Figure 2D and Supplemental Table 2). 

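The 1476 genes called higher in joint migrated cells were tested against 868 Reactome sets of 10 to 500 tested genes with a one-sided hypergeometric test. With Benjamini-Hochberg adjustment, 32 sets had an adjusted p under 0.05. By the hypergeometric test on edgeR's calls, Translocation of ZAP-70 to Immunological synapse held 8 of its 11 genes (8.27-fold over chance, adjusted p 0.000341) and Generation of second messenger molecules 11 of 23 (5.44-fold, adjusted p 0.000341). GPCR ligand binding held 35 of 168 (2.37-fold) and Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell 18 of 59 (3.47-fold). Class A 1 Rhodopsin-like receptors held 30 of 143 genes (2.38-fold). Next by p was Eukaryotic Translation Elongation with 21 of 86 genes (2.78-fold), named after its values were seen, and many of the other sets that passed also concern translation or nonsense-mediated decay. Integrin cell surface interactions held 6 of 66, or 1.03-fold over chance (hypergeometric test on edgeR's calls, adjusted p 1). On genes called with the replicate block, 35 sets passed. The setting that moved the number most was the gene threshold of 0.05, which left 9 sets.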

Cells remaining in the joint (nonmigratory) had elevated expression levels of genes relating to binding to glycosaminoglycans and leukocyte migration (Figure 2E and Supplemental Table 3). 

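Among the 2110 genes called higher in joint nonmigrated cells, 88 of the 868 Reactome sets had an adjusted p under 0.05, and 103 with the replicate block. Glycosaminoglycan metabolism held 36 of its 101 tested genes, 2.83-fold over chance (hypergeometric test on edgeR's calls, adjusted p 1.35e-07), against 5 of 101 (0.563-fold) among genes higher in migrated cells. Chemokine receptors bind chemokines held 16 of 44, 2.89-fold over chance (hypergeometric test on edgeR's calls, adjusted p 0.000885), against 10 of 44 (2.58-fold) on the migrated side. Extracellular matrix organization had the smallest p, with 92 of 199 genes (3.68-fold; hypergeometric test on edgeR's calls, adjusted p 6.45e-29). Degradation of the extracellular matrix held 42 of 83 genes (4.02-fold). ECM proteoglycans held 30 of 51 genes (4.68-fold) and Integrin cell surface interactions 31 of 66 (3.73-fold). Hemostasis held 100 of 364 (2.18-fold) and Metabolism of carbohydrates 65 of 212 (2.44-fold). The cells were sorted as leukocytes, yet the 5 listed fibroblast markers had a median log2 fold change of -7.01, migrated over nonmigrated. Col3a1 was at 47.18, 52.18 and 129.6 CPM in the joint nonmigrated libraries. Matrix sets can therefore not be assigned to leukocytes. Medians were -7.74 for neutrophil and 2.95 for T cell markers, so sets on either side may follow the cell mixture.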

Closer examination of differentially expressed genes relating to cellular migration in RA and associated mouse models demonstrated expression patterns consistent with the published literature (Figure 2F). 

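The 12 genes of Fig. 2F were all called between joint migrated and joint nonmigrated cells, with edgeR's Benjamini-Hochberg adjusted p from 5.65e-08 (Ccr1) to 3.75e-05 (Cxcr3). Adjusted over the list alone, 12 of 12 were also called, although the list is the paper's own selection from these data. Log2 fold changes, migrated over nonmigrated, were -5.60 for Ccr1 (SE 0.22), -5.36 for Ackr3 (SE 0.411), -5.21 for Cxcr2 (SE 0.595), -3.42 for Cx3cr1 (SE 0.176), -2.16 for Ccr2 (SE 0.252) and -1.98 for Itgb2 (SE 0.154). On the migrated side they were 4.87 for Ccr7 (SE 0.559), 4.73 for Ccr6 (SE 0.442), 3.62 for Ccr4 (SE 0.405), 3.47 for Ccr10 (SE 0.372) and 2.16 for Cxcr3 (SE 0.265). Mean expression of Ccr1 was 342.6 CPM in nonmigrated (SD 21.2) and 7.04 CPM in migrated cells (SD 2.23), and that of Ccr7 40.1 CPM (SD 11.6) and 1172 CPM (SD 499.6). Under each of the 19 other settings run, the replicate block and those chosen after seeing the data included, all 12 were called in the same direction. The annotated span of Cx3cr1 overlaps several genes, Wdr48 and Csrnp1 among them, and that of Ccr10 overlaps Cntnap1. The reads of this pair of receptors may therefore depend on how counting resolved overlaps, but overlap of exons was not tested. From these directions the paper states that expression follows the published literature on migration in RA and mouse models.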

Higher levels of *Ccr1*, *Ccr2*, *Cxcr2*, *Cx3cr1*, *Ackr3*, and *Atgb2* were found in the nonmigratory cells in the inflamed joint, and migratory CD45^+^ cells in the pLN expressed elevated levels of *Ccr4*, *Ccr6*, *Ccr7*, *Ccr10*, *Cxcr3*, and *S1pr1* (Figure 2F).

### CD4^+^ T cell egress from inflamed joints is regulated by S1P responsiveness.

In order to further validate our methodology, we selected one of the genes, *S1pr1*, to further evaluate its role in the migration of cells out of the joint. S1P and its receptor S1P1 have already been shown to be important in several diseases and are of therapeutic interest in several autoimmune settings (12), and compounds that inhibit S1P1 signaling and function in vivo are readily available. 

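S1pr1 (chromosome 3, 115710433 to 115715072) was measured at 38.04 CPM (SD 3.61) in joint nonmigrated and 360.2 CPM (SD 71.8) in joint migrated cells, means of 3 libraries each. The log2 fold change was 3.24 (SE 0.183, edgeR's Benjamini-Hochberg adjusted p 2.39e-07), larger than the spread between replicates. Over the 19 other settings it ran from 3.08 to 3.37.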

Because cells that had migrated from inflamed joints were seen to express higher levels of *S1pr1*, we hypothesized that responsiveness to S1P may contribute to migration out of the arthritic joint. As such, we took advantage of fingolimod (FTY720), a functional S1P1 antagonist, to determine its contribution to cell migration out of or retention in articular tissues.

Arthritis was induced in Kaede mice as described previously, with FTY720 administered at day 3 after challenge, via either i.p. injection alone or with simultaneous footpad injection to ensure local availability (Figure 3A). Given that FTY720 sequesters circulating lymphocytes in lymphoid tissue, we opted for a single treatment at day 3 after footpad challenge, allowing articular inflammation to establish prior to intervention. Inflamed joints were also photoconverted at this point, and draining LNs were collected 24 hours later to determine the impact on cellular egress (Figure 3A). Loss of T cell populations from the peripheral blood confirmed the activity of FTY720 (Figure 3, B–D). No significant impact was observed on the overall migration of cells out of inflamed joints (Figure 3E) or the retention of cells in inflamed joints (Supplemental Figure 4A). However, CD4^+^ T cell emigration was significantly reduced, with reductions in the percentage and number of CD3^+^CD4^+^Kaede red^+^ cells in the LNs after FTY720 treatment compared with the vehicle control (Figure 3, F and G). In the joint, no differences in the proportion of the retained CD3^+^CD4^+^Kaede red^+^ cells were observed (Supplemental Figure 4B). Additionally, a significantly increased percentage of Kaede red^+^ cells were found to be CD11c^+^MHCII^+^ DCs, probably reflecting the change in T cell proportions, as the number of DCs migrating out of joints was unaffected (Figure 3, H and I). In the joint, the proportion of the retained CD11c^+^MHCII^+^Kaede red^+^ DCs was reduced in the animals treated with both systemic and local FTY720 compared with those treated with systemic FTY720 only (Supplemental Figure 4C).

### Joint migratory and nonmigratory cells display transcriptional profiles unique to articular inflammation.

Many of the genes identified by our transcriptional analysis of migratory versus nonmigratory cells will be common to egress from a variety of inflamed tissues, as evidenced by the differential expression of *S1pr1*, which has been shown to be relevant to several inflammatory settings. To establish which genes were specific to articular inflammation, we generated a second transcriptional data set from migratory and nonmigratory cells from inflamed skin. By employing the same protocol for induction of arthritis but changing the site of challenge to the ear pinnae, we induced a directly comparable skin inflammation. As in our arthritis model, nonmigratory and migratory leukocytes were identified as CD45^+^Kaede red^+^ cells in the inflamed tissue and draining auricular LNs, respectively (Figure 4A). 

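The skin populations come from the same deposited table of HTSeq counts, with 3 skin nonmigrated and 3 skin migrated pools, and went through the same filter, normalization and test as the joint libraries. Totals ran from 19602701 to 22528895 counts (median 20042464) in skin nonmigrated and from 19239531 to 22378238 (median 21081518) in skin migrated cells, so 3 counts equal 0.133 to 0.18 CPM. Every inflamed skin library is smaller than every inflamed joint library. The share of reads assigned to no feature also separates the sites completely, at 0.092% to 0.135% in inflamed skin and 0.293% to 0.562% in inflamed joint libraries. No batch is named in the labels, but the columns of the 6 inflamed skin samples follow their own naming pattern with consecutive sample numbers. If these libraries were processed separately, that difference cannot be told apart from site. Replicates correlated across genes at 0.968 to 0.991 in skin nonmigrated and 0.988 to 0.992 in skin migrated cells.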

To generate transcriptional profiles for the skin, RNA-Seq was performed on FACS-sorted nonmigratory Kaede red^+^ cells remaining within the skin (skin nonmigrated) and migratory Kaede red^+^ cells from auricular LNs (skin migrated). These 2 populations were then directly compared with the joint nonmigrated (Supplemental Figure 5A) and joint migrated (Supplemental Figure 5B) populations generated previously. 

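In nonmigrated cells, 511 genes were called between joint and skin, 192 higher and 319 lower in the joint. In migrated cells 0 genes were called, although 2770 of the 16777 tested had an unadjusted p under 0.05. By edgeR's Benjamini-Hochberg adjusted p, the leading genes higher in joint nonmigrated cells were Camp (log2 fold change 10.41, SE 0.625, adjusted p 7.81e-06), Cd177 (5.59, SE 0.373) and Ifitm6 (5.41, SE 0.392). The leading lower genes were Socs1 (log2 fold change -2.39, SE 0.119), Parp10 (-2.41, SE 0.125, overlapping Plec on the same strand) and Ifit1 (-3.04, SE 0.172). With the replicate block, which ties same-numbered libraries within a site only, 204 genes were called in nonmigrated cells, 174 of them among the 511, and 7 in migrated cells. Same-numbered joint and skin libraries, not fitted as pairs, deviated from their group means with a correlation across genes of -0.143 in nonmigrated and 0.149 in migrated cells. By the DESeq2 Wald test 1546 genes were called in nonmigrated cells, all 511 among them, and 181 in migrated cells. A fit of only the groups compared called 0 genes in nonmigrated cells, with 5338 at an unadjusted p under 0.05.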

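Within the skin, 3508 genes were called between migrated and nonmigrated cells, 1424 higher and 2084 lower in migrated cells. With the replicate block there were 2750, 2669 of them shared, and same-numbered skin libraries deviated together at a correlation of 0.134 across genes. Of the genes called at each site, 2267 were called at both, and 2264 of these changed in the same direction (788 higher and 1476 lower in migrated cells). Log2 fold changes of the 2 sites correlated at 0.738 across genes, which are not independent replicates. S1pr1 rose from 43.6 CPM (SD 4.40) in skin nonmigrated to 311.4 CPM (SD 57.3) in skin migrated cells, a log2 fold change of 2.83 (SE 0.18, edgeR's Benjamini-Hochberg adjusted p 3.53e-07). Its change differed between the sites by 0.41 on the log2 scale (edgeR's interaction test, Benjamini-Hochberg adjusted p 0.296), so a difference was not detectable.

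**Figure D1:**
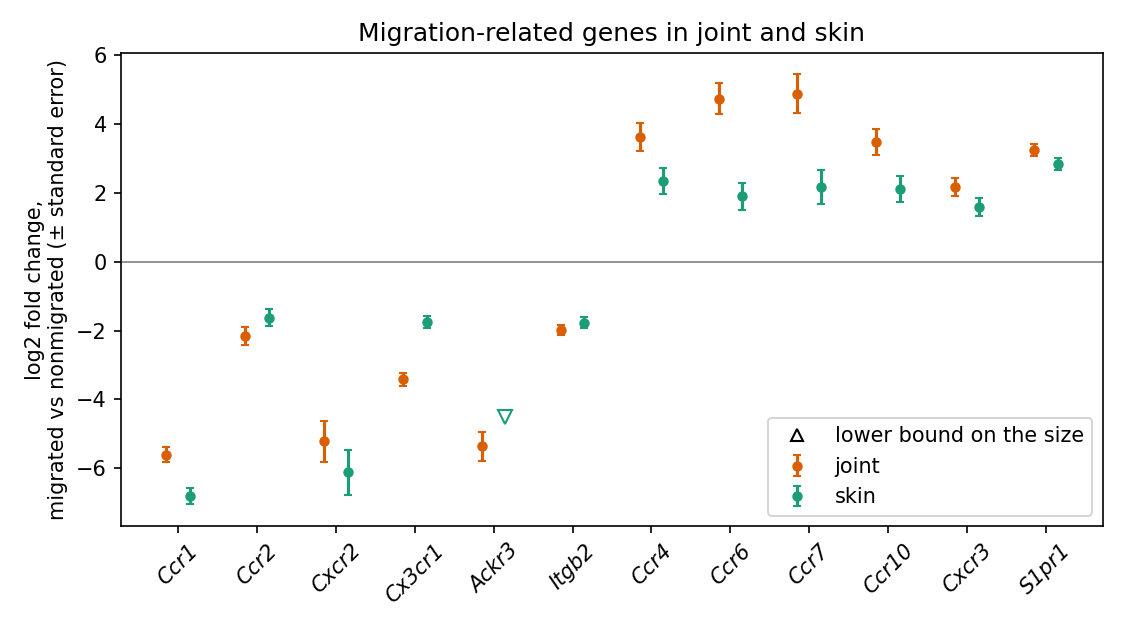
Log2 fold change of migrated over nonmigrated cells for the 12 genes of Fig. 2F in joint and in skin, with bars of 1 SE from edgeR's fit. The open triangle marks a lower bound for Ackr3 in skin, and all 12 genes change in the same direction at both sites. All 12 were called in the joint, whereas Ccr6 (log2 fold change 1.89) and Ccr7 (2.16) were not called in skin.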

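A gene entered a joint signature when it was called higher in that joint population than in each of the other 3 inflamed populations. The joint nonmigrated signature held 74 genes, with 1320 genes higher at an unadjusted p under 0.05 in all 3 comparisons. The joint migrated signature held 0 genes, with 397 at an unadjusted p under 0.05. Among the 5 nonmigrated genes with the largest smallest-of-3 log2 fold change, Camp was measured at 458.5, 910.5 and 1367 CPM in the joint nonmigrated replicates. Its smallest log2 fold change was 9.06, against joint migrated cells (SE 0.563, edgeR's Benjamini-Hochberg adjusted p 4.13e-07). The other 4 are at the floor in skin migrated cells, and except for Mpo also in skin nonmigrated cells. Elane was at least 622-fold higher than in skin nonmigrated and at least 747-fold higher than in skin migrated cells. For Mpo the smallest log2 fold change was 9.24, against joint migrated cells (SE 0.821, edgeR's Benjamini-Hochberg adjusted p 3.97e-06), and it was at least 3100-fold higher than in skin migrated cells. For Ms4a3 the same bounds against skin nonmigrated and skin migrated cells were 194-fold and 233-fold, and for Rag1 111-fold and 134-fold. Rag1 is also at the floor in joint migrated cells, a bound of at least 286-fold. Its place in the signature is not firm, since it missed the threshold in 13 of the 25 other settings. With the replicate block the nonmigrated signature held 47 genes, 36 of them among the 74, and the migrated signature 1. With the DESeq2 Wald test there were 225 genes, all 74 among them, and 32 for the migrated signature, while fits of only the groups compared, chosen after seeing the data for the signatures, gave 0 for both.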

Two lists of genes specific to the joint were identified (Supplemental Table 4): 217 genes were upregulated in the nonmigrated population (compared with the other 3 populations) (Figure 4B) and 51 genes upregulated in the migrated population (Figure 4C). 

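Among the 74 genes of the joint nonmigrated signature, 0 of the 868 Reactome sets had a Benjamini-Hochberg adjusted p under 0.05, and 17 had an unadjusted p under 0.05. CS DS degradation had the smallest p, with 2 of 11 genes, 41.2-fold over chance (hypergeometric test on edgeR's calls, p 0.00103, adjusted p 0.732). Next by p were Common Pathway of Fibrin Clot Formation (2 of 14 genes, 32.4-fold), Formation of Fibrin Clot Clotting Cascade (2 of 24, 18.9-fold), GPCR ligand binding (4 of 168, 5.40-fold) and Toll Like Receptor 4 TLR4 Cascade (3 of 90, 7.56-fold). Across the fits that each left out 1 replicate, the fold of CS DS degradation ran from 0 to 57.6. That of Common Pathway of Fibrin Clot Formation ran from 13.6 to 159. Chemokine receptors bind chemokines held 1 of 44 genes, Integrin cell surface interactions 1 of 66 and Extracellular matrix organization 3 of 199 (3.42-fold). With genes called under the replicate block 0 sets passed. Signatures from the gene threshold of 0.05 and from the DESeq2 Wald test gave 9 sets each.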

Pathway analysis of the genes differentially expressed in the joint nonmigrated cells revealed enrichment for pathways involved in leukocyte migration (Figure 4D and Supplemental Table 5). The genes upregulated in the cells migrating out of the inflamed joint were enriched for pathways involved in B cell signaling and the humoral immune response (Figure 4E and Supplemental Table 6). 

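The joint migrated signature held 0 genes at an adjusted p under 0.001, so it gave no list to test, and with the replicate block its 1 gene gave 0 Reactome sets. At the gene threshold of 0.05 the signature held 39 genes. Of the 868 sets, 1 then passed: Antigen activates B Cell Receptor BCR leading to generation of second messengers, with 3 of its 32 genes, 40.3-fold over chance (hypergeometric test on edgeR's calls, adjusted p 0.0477). Signaling by the B Cell Receptor BCR held 4 of 161 genes there (10.7-fold, adjusted p 0.224 by the same hypergeometric test on edgeR's calls). On the 32 genes of the DESeq2 Wald test 3 sets passed, and Signaling by the B Cell Receptor BCR was among them with 4 of 178 genes (hypergeometric test on DESeq2's calls, adjusted p 0.0194). These sets were listed after their values were seen.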

The upregulated B cell signaling genes were *Cd19*, *Cd22*, *Cd79a*, *Cd79b*, *Cd21*, and *Rasgrp3*, suggesting that there may have been increases in B cell maturation and antigen processing within the migrated cells (Supplemental Figure 4C). 

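Genes of this list were higher in joint migrated than in skin migrated cells, with log2 fold changes of 2.57 for Cr2, which encodes CD21 (SE 0.333), 2.34 for Cd79a (SE 0.369), 2.02 for Cd22 (SE 0.308), 1.91 for Cd79b (SE 0.343) and 1.53 for Rasgrp3 (SE 0.305). By edgeR's Benjamini-Hochberg adjusted p, which ran from 0.0052 (Cr2) to 0.0305 (Rasgrp3), none of these 5 was called in this comparison. With p adjusted over the list alone, all 5 were called higher than in each of the other 3 populations, although the list is the paper's own selection from these data. Mean expression of Cd22 was 234 CPM in joint migrated (SD 16.4) and 57.6 CPM in skin migrated cells (SD 11.5). The DESeq2 Wald test called all 5 in all 3 comparisons, and edgeR with the replicate block none of them. From the B cell genes of its list, the paper proposes that B cell maturation and antigen processing may have increased in the migrated cells.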

The differential expression of genes by migrated and nonmigrated cells, in addition to reflecting the changes required for migration, may also have been the result of adapting to or interacting with a new tissue. 

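The leukocyte migration genes of Fig. 4F are Angpt1, Anxa1, Cd177, Cd34, Ceacam1, Cx3cr1, Elane, Epx, F11r, Fn1, Jam2, Mmp9, S100a8, S100a9 and Selp. Each was higher in joint nonmigrated than in each of the other 3 populations, and 6 of the 15 were called in all 3 comparisons: Anxa1, Cd177, Ceacam1, Cx3cr1, Elane and Epx. The smallest of the 3 log2 fold changes was 5.59 for Cd177, 2.08 for Ceacam1, 2.06 for Cx3cr1 (whose annotated span overlaps other genes) and 2.04 for Anxa1. Epx was at least 46.1-fold higher than in skin nonmigrated cells, where no library had more than 3 counts, and 8.30 CPM on average in the joint nonmigrated libraries, with an SD of 8.71. The 9 other genes had smallest log2 fold changes from 1.17 (F11r) to 2.91 (S100a9). For them the comparison with skin nonmigrated cells missed the threshold, except for Angpt1. That gene missed it against joint migrated cells (log2 fold change 1.43, SE 0.336, edgeR's Benjamini-Hochberg adjusted p 0.00354). Angpt1 was at least 13.8-fold higher than in skin nonmigrated cells. Adjusted over the list alone, which is the paper's own selection from these data, 11 of 15 were called. With the replicate block 5 were called and Epx was not. Epx missed the threshold in 12 of the 25 other settings, the block among them. The DESeq2 Wald test and the adjusted p threshold of 0.05 each called 15.

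**Figure D2:**
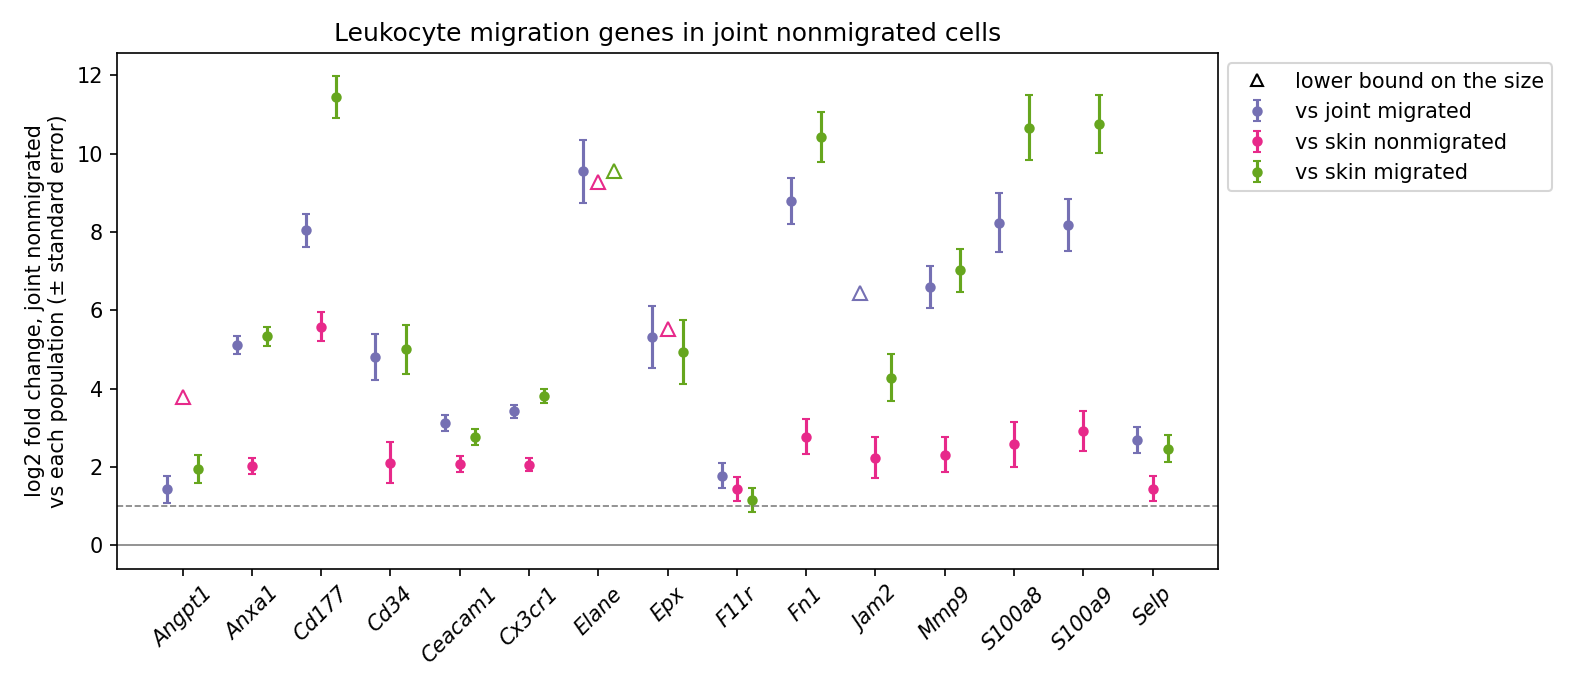
Log2 fold change of joint nonmigrated cells over joint migrated, skin nonmigrated and skin migrated cells for the 15 genes of Fig. 4F, with bars of 1 SE from edgeR's fit, open triangles for lower bounds and a dashed line at the threshold of 1. All points lie above the line, from 1.17 for F11r over skin migrated cells upwards.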

We therefore focused on the genes known to be involved in leukocyte migration in the nonmigrated cells in the joint, identifying 15 genes specifically upregulated in joints compared with the other 3 populations (Figure 4F). Given the T cell dependency of both our model and RA, we used gene bank data (Immunological Genome Project, Gene Skyline, Microarray) (13) to determine the expression of these 15 genes by DCs or CD4^+^ T cells in C57BL/6 LNs and spleens. Of the genes, *Anxa1*, *Cd177*, *Ceacam1*, *Cx3xr1*, *F11r*, and *Mmp9* were expressed at higher levels by DCs or CD4^+^ T cells. Because of the preponderance of neutrophils in the nonmigrated population, we also examined expression by neutrophils and identified that *Anxa1* and *Mmp9* were also highly expressed by neutrophils. Of the remaining 4 T cell– and DC-expressed genes, we chose *F11r*, the gene coding for junctional adhesion molecule A (JAM-A), as a target to take forward to further investigate its role in inflammatory arthritis.

### A higher percentage of the cells retained in the inflamed joint are JAM-A^+^ compared with the cells migrated to the LNs.

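F11r (chromosome 1, 171437535 to 171464603) was measured at 192.8, 150.2 and 101.5 CPM in the joint nonmigrated replicates and at 22.7, 54.8 and 51.9 CPM in the joint migrated replicates, without overlap. The log2 fold change, migrated over nonmigrated, was -1.78 (SE 0.315, edgeR's Benjamini-Hochberg adjusted p 0.000548), past the threshold, although it was not called with the replicate block, in a fit of only the groups compared or in 4 of the 6 fits that each left out 1 replicate. Joint nonmigrated cells also exceeded skin nonmigrated cells (54.6 CPM, SD 6.21) by 1.44 on the log2 scale (SE 0.313, edgeR's Benjamini-Hochberg adjusted p 0.00658). They exceeded skin migrated cells (66.1 CPM, SD 13.3) by 1.17 (SE 0.31, edgeR's Benjamini-Hochberg adjusted p 0.0072). These 2 values miss the threshold of 0.001. The smallest of the 3 log2 fold changes ran from 0.94 to 1.38 over the 25 other settings, and it passed the threshold at an adjusted p under 0.05 and with the DESeq2 Wald tests.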

In order to confirm the RNA-Seq data showing an increase in JAM-A expression by joint nonmigrated cells compared with migrated cells, arthritis was induced in Kaede mice, and nonmigrated and migrated cells were identified, as shown in Supplemental Figure 6. A significantly higher percentage of the nonmigrated Kaede red^+^ cells in the joint expressed JAM-A than the migrated Kaede red^+^ cells in the pLN (Figure 5, A and B). The phenotype of the Kaede red^+^JAM-A^+^ cells in the joints and LNs was determined by the expression of Ly6G, CD11b, MHCII, CD11c, and CD8. In the joint, the majority of the retained JAM-A^+^ cells were CD11c^–^CD11b^+^MHCII^+^ cells, potentially macrophages or inflammatory monocytes, and around 20% were conventional type 2 DCs (cDC2; CD11c^+^CD11b^+^MHCII^+^), whereas in the draining LNs, the majority of the migrated JAM-A^+^ cells were cDC2 (Figure 5C).

### Blockade of JAM-A in vivo does not alter the development of arthritis but reduces the proliferation and differentiation of naive T cells in response to primary antigen challenge.

In order to evaluate the potential of JAM-A as a therapeutic target in arthritis, mice were treated during the induction phase (days 0, 2, 4, and 6 after HAO injection) with a blocking anti–JAM-A antibody (14). Signs of clinical arthritis and marked swelling developed in all groups administered HAO. Treatment with anti–JAM-A, however, did not alter the development or progression of disease (Figure 6, A and B).

The majority of the JAM-A^+^ cells migrating to the joint during inflammation (~70%) were identified as cDC2 (Figure 5C), a cell type with a role in T cell activation. Additionally, our previous studies identified a role for JAM-A in the development of T cell–DC interactions, a critical step in T cell activation (15). We therefore assessed the effect of blocking JAM-A during T cell priming in vivo using an adoptive transfer model (Supplemental Figure 7). The effect of JAM-A blockade on T cell proliferation, activation, and differentiation in this model would therefore provide a direct measure of the role of JAM-A in these important cellular interactions. Proliferation of OT-II T cells from pLNs was assessed by measuring CFSE dilution with the percentage of cells at generations 0–4 determined and the division and proliferation indexes calculated. The division index, defined as the mean number of divisions all cells have undergone, shows the response of the whole population, while the proliferation index is the mean number of divisions that the dividing cells have undergone and measures the division of the responding population. Treatment with anti–JAM-A limited proliferation with an increased percentage of cells in division 2, a reduction in the percentage of cells in division 4, and a reduction in division and proliferation indexes compared with the isotype treatment (Figure 7, A–D). The total number of cells in the LNs of the JAM-A–treated mice was significantly lower than the IgG isotype–treated animals (Figure 7E); the number of OT-II T cells in the LNs, although lower, was not significantly different (Figure 7F). The activation of the OT-II T cells assessed by expression of CD44 and CD62L was not significantly altered by anti–JAM-A (data not shown). Blockade of JAM-A reduced the expression of both T-bet (MFI only) (Figure 7, G–I) and RORγt (percentage and MFI) (Figure 7, J–L), whereas the expression of FoxP3 was unaffected (Figure 7, M–O). These data suggest that JAM-A plays a role in the differentiation of CD4^+^ T cells.

## Discussion

This study aims to understand the genetic signals that govern the retention of cells within the inflamed joint, a vital and often overlooked aspect of tissue inflammation. Using the Kaede photoconvertible system, we identified cells that migrated from the inflamed tissue to the draining LNs and those that remained in the inflamed tissue. Comparison of these 2 cell populations by next-generation sequencing produced a list of genes whose expression was differentially regulated between these populations. Many of the genes identified have known roles during inflammatory processes, including the gene that encodes S1PR1. We demonstrated that inhibition of the S1PR1/S1P1 pathway reduced CD4^+^ T cell egress from the inflamed joint, validating the approach used to identify genes with roles in retention and egress from sites of inflammation. We refined the gene expression analysis by comparing transcript analysis from inflamed skin, thereby identifying genes whose regulation was altered specifically in joint inflammation. Further refining this list to genes with roles in cell adhesion and migration, we identified 15 genes upregulated in cells retained specifically in the inflamed joint and further characterized the role of 1 molecule, JAM-A. We demonstrated that although blocking the activity of this molecule did not alter the development of joint pathology, it did affect the proliferation and differentiation of naive T cells in vivo.

Using the transgenic Kaede mouse allowed us to reliably identify cells that had moved out of the inflamed joint versus those that were retained, and analysis of the transcriptome of these cells identified several differentially expressed genes that have previously been associated with disease in arthritis models and in RA. For example, genes such as *Ccr1* and *Ccr2* with known roles in the recruitment of inflammatory cells to sites of inflammation were upregulated in the cells retained in the joints. The expression of CCR1 has been shown to be increased in synovial tissue of patients with RA (16–18) and in animal models of arthritis (19); deficiency of CCR1 has been shown in animal models to limit the development of arthritis and other experimental models of inflammatory disease, but blockade of CCR1 has been trialed in RA with only limited success (20, 21). Genes upregulated in the cells that had migrated were those involved in LN trafficking, such as *Cxcr3* and *S1pr1*. A role for CXCR3 in the accumulation of cells in LNs but not in the inflamed joints has been demonstrated in mice (22), which is consistent with our data showing an increased expression on the migrated cells, further validating our approach.

Our data also identified the upregulation of S1PR1 in migrated cells compared with nonmigrated cells. S1PR1 is 1 of 5 receptors for S1P, which plays a key role in the migration of lymphocytes out of LNs, allowing the migration of cells expressing S1PR1 from areas of low S1P (LNs) to regions with higher S1P concentrations, such as the blood. The inhibition of S1PR1 using the functional antagonist FTY720 not only results in the retention of T cells within LNs but also has been shown inhibit the persistence of CD4^+^ T cells in inflamed skin (23). FTY720 treatment has also been shown to attenuate the development of arthritis in the collagen-induced arthritis model and to prevent the migration of DCs to the LNs (8). By contrast, in our model, we demonstrated that the inhibition of S1PR1 by FTY720 reduced CD4^+^ T cell migration to the LNs but did not alter DC migration, which may reflect differences in the treatment regimen utilized in the 2 studies. In our model, we only treated with FTY720 at the point of photoconversion, whereas Han et al. treated animals for the duration of the CIA model (8).

The identification of genes known to play a role in cell migration and inflammation in our analysis, combined with our demonstration of the impact of direct blockade of one of these genes on cell accumulation, validated our approach for finding disease-associated genes. However, a number of genes identified in this analysis are broadly applicable to a range of inflammatory conditions, and blocking these pathways may lead to significant immunosuppression, leaving individuals vulnerable to infection or cancers. The ability to target inflammation in a tissue- or disease-specific fashion offers the potential to provide improved therapeutics with fewer side effects. We therefore induced inflammation in a non-joint tissue site (the skin) and by comparing the gene expression patterns between the joint and skin retained and migrated cells, the list was further refined, identifying genes that were differentially regulated specifically in joint inflammation. Within these genes, analysis of pathways associated with cell migration and adhesion identified 15 genes that were upregulated specifically in the joint-retained cells. Of course, we note the caveat that differentially expressed genes from the RNA-Seq data may also be a reflection of distinct cell types in these populations rather than cell type–independent molecular mechanisms of cellular trafficking.

From this shortlist of joint-specific genes, we selected JAM-A for further study. JAM-A is expressed by platelets and endothelial, epithelial, and immune cells such as monocytes and DCs (14, 24). Ligands for JAM-A include itself in the form of homophilic interactions, other JAM family molecules, LFA-1, and CD9 (14, 25–27). JAM-A plays important roles in endothelial cell migration and barrier function. In vitro blockade inhibits the transmigration of monocytes, neutrophils, and T cells, while JAM-A deficiency in mice has been shown to increase DC trafficking to LNs and to increase contact hypersensitivity responses (24). JAM-A has been shown to play complex roles in a variety of inflammatory conditions reviewed in Bonilha et al. (28). *F11r* was reported to be upregulated in PBMCs of patients with RA (29). In addition, JAM-A was shown to be expressed in inflamed joints of K/BxN mice (29), animals expressing transgenic TCR and MHCII that develop severe inflammatory arthritis.

In a model of RA driven by autoantibodies, treatment with anti–JAM-A mAb delayed the disease onset and partially ameliorated overall disease, similar to the effect observed after treatment with anti-ICAM1, another LFA-1 ligand (29). These data suggest that the therapeutic effects in this model may result from disruption of LFA-1 pathways, with treatment using a mAb targeting the α chain of LFA-1 promoting greater amelioration of clinical disease. The inflammation in the serum-transfer model is initiated by autoantibodies, while our inflammatory arthritis model was mediated by antigen-specific Th1 cells, ultimately leading to adaptive responses against self-antigens. We showed that blockade of JAM-A during the disease induction phase in the arthritis model did not alter the development of arthritis. However, blockade during priming limited T cell proliferation and differentiation to Th17 and Th1 phenotypes. It has previously been noted that JAM-A may enhance stable interactions between T cells and APCs. In the context of T cell activation, JAM-A interaction with LFA-1 may be of particular importance because this molecule is expressed on T cells, forming a part of the immunological synapse. Our previous work has demonstrated that JAM-A is present within the immunological synapse and is therefore available to bind and form part of the interaction (15). These data suggest that although the blockade of JAM-A during the acute induction phase of our arthritis model was insufficient to alter disease progression, it may play a role in the initiation of immune responses and, as such, warrants further investigation. Overall, our study demonstrated that the molecules involved in cell egress from or retention in inflamed tissues are potentially important targets for the development of therapeutics in autoimmune disease.

Using a combination of cell-tracking approaches and murine models of inflammatory arthritis, we have identified genes and pathways regulating cell migration in a variety of inflamed sites and anatomically specific tissue signatures. This skin- and joint-specific data set will be an invaluable resource for the identification of therapeutic targets for arthritis and other inflammatory disorders.

## Methods

### Mice.

OVA-specific OT-II CD45.1 mice on a C57BL/6 background (14) were bred in-house. C57BL/6 mice were obtained from Envigo (product code 057). Kaede-transgenic mice provided by Michio Tomura (Osaka Ohtani University, Osaka, Japan) and Osami Kanagawa (University of Lyon, Lyon, France) (11) were bred in-house. OT-II CD45.1 mice were used as donors and Kaede-transgenic or C57BL/6 mice as recipients. Age- and sex-matched mice aged between 6 and 10 weeks were used for all experiments. All animals were specific pathogen free and housed in standard animal house conditions at the University of Glasgow in accordance with UK Home Office Regulations.

### Induction of inflammatory arthritis and ear pinna inflammation.

CD4^+^ T cells from OT-II CD45.1 mice were polarized in vitro over 72 hours toward a Th1 phenotype in the presence of 1 μg/mL peptide OVA_323-339_ (pOVA) (Sigma-Aldrich), 10 ng/mL recombinant IL-12, and 2 μg/mL anti–IL-4 (both R&D Systems). Recipient mice received 3 × 10^6^ in vitro–polarized Vα2^+^Vβ5^+^ OT-II Th1 cells (i.v.). The following day, mice were immunized with 100 μg OVA (Worthington Biochemical) in CFA (Sigma-Aldrich) in the scruff of the neck. Ten days later, mice were challenged in the footpad with PBS (Gibco) or 100 μg HAO as previously described (10). Ear pinna inflammation was induced following the same protocol, except that the mice were challenged with either PBS or 100 μg HAO in the ear pinna.

For the JAM-A blocking studies, mice received (i.p.) 100 μg of anti–JAM-A mAb BV11 (Sigma-Aldrich) or Ultra-LEAF Purified Rat IgG2b mAb RTK4530 (isotype control; BioLegend) on days 0, 2, 4, and 6 after challenge.

### Photoconversion of Kaede tissue.

Photoconversion of Kaede mouse tissues was performed using a 12× S06J Blu-ray diode with a 405-G-2-glass lens (DTR’s Laser Shop) emitting at 405 nm with mean power of 600–650 mW. For joints, the ventral and dorsal aspects of the intact hind paw were exposed to UV light for three 5-second bursts with 3-second intervals (30). Ear pinna photoconversion was as for joints but using three 3-second bursts of UV exposure. The area around the target tissues was shielded from UV exposure with black fabric. Tissues were photoconverted on day 3 after challenge. Inflamed tissues and draining LNs were harvested 24 hours later.

### Recovery of cells from inflamed tissues and LNs.

Ankle joints or ear pinnae were teased apart using forceps; excised LNs were passed through Nitex mesh (Cadisch Precision Meshes) and both tissues digested for 25 minutes at 37°C with 2.64 mg/mL collagenase D (Roche). Joint tissue was then homogenized using the Miltenyi Biotec Tissue Dissociator and passed through a 70 μm cell strainer to obtain a single-cell suspension. Joint and LN single-cell suspensions were then washed in FACS buffer (PBS/2% FCS/2 mM EDTA) and stained for flow cytometry analysis.

### Antibodies, flow cytometry, and cell sorting.

Cells were stained for viability in PBS using fixable viability dye (eFluor506; eBioscience) for 30 minutes at 4°C. Cells were then washed in FACS buffer and subsequently incubated with Fc receptor block for 10–15 minutes at 4°C, and then appropriate fluorochrome-conjugated antibodies (Supplemental Table 7) were added and the cells stained for 30 minutes at 4°C. For transcription factor staining, the transcription factor buffer set (BD Pharmingen) was used as per the manufacturer’s instructions. All cells were then washed in FACS buffer, resuspended in FACS buffer, and acquired on an LSR II (BD Biosciences). Data were analyzed using FlowJo software (v10.2). For generating t-SNE plots, events were first downsized and biological replicates were concatenated. Viable single CD45^+^Kaede red^+^ cells were sorted using an Aria III (BD Biosciences). Sorted cells were subsequently washed twice in ice-cold PBS and lysed in RLT buffer containing 1% β-mercaptoethanol and stored at –80°C until further analysis.

### RNA-Seq analysis.

TruSeq next-generation sequencing was performed on a HiSeq 2000, pair ended with a 100 bp read length (Source Bioscience). For data processing and alignment, a high read quality (mean score above 28) in all samples was confirmed using FastQC. To remove adapters, ensure proper read pairing, and trim reads with low start or end read quality, the package Trim-Galore! was used under default settings. Next, reads were aligned to the mm10 genome using TopHat2, with the flags --b2-sensitive, --no-coverage-search, and version 87 of the mouse transcriptome. Fragments per kilobase of exon per million mapped fragments were generated using Cufflinks under default settings. All samples had a concordant pair alignment rate above 75% and at least 20 million aligned concordant read pairs. Read counts were generated using HTSeq count under default settings. Differential expression was called using the Bioconductor package DESeq2 with adjusted *P* less than 0.05 and absolute log_2_fold greater than 1 considered significant. The data were visualized using Searchlight2 and R (31).

### Gene ontology enrichment.

To determine enrichment of gene ontologies, we used a standard hypergeometric test with Benjamini-Hochberg multisample correction and adjusted *P* value threshold of less than 0.05 for significance. The gene ontology database was selected as a combination of the Molecular Signatures Database (http://software.broadinstitute.org/gsea/msigdb/collections.jsp) collections: canonical pathways, BIOCARTA, KEGG, REACTOME, and GO. The data are available in National Center for Biotechnology Information’s Gene Expression Omnibus (accession GSE195817).

### Adoptive transfer model.

Adoptive transfer was performed as previously described (32). Briefly, cell suspensions obtained from spleens and LNs of OT-II mice were stained with 1 μM CFSE (Thermo Fisher Scientific). Next, 1 × 10^6^ CD4^+^ OT-II T cells were transferred (i.v.) into C57BL/6J recipients. One day later, mice received (i.p.) 100 μg of anti–JAM-A mAb BV11 (Sigma-Aldrich) or Ultra-LEAF Purified Rat IgG2b mAb RTK4530 (BioLegend). After the antibody administration, mice were immunized with 0.5 μg OVA (Worthington Biochemical)/8 μg LPS (Sigma-Aldrich) or LPS alone in the hind footpads. Three days later, pLNs were harvested for flow cytometry analysis.

### Clinical assessment of arthritis.

Immediately prior to and daily after HAO challenge, mice were monitored for signs of arthritis. Hind (challenged) paws were assessed following a 0–4 scale of ascending severity as previously described (33). Paw thickness was determined in millimeters using digital calipers (Kroeplin). Data are presented as the mean paw score and paw thickness.

### Statistics.

Data are shown as mean ± SD. Statistical significance was determined using 2-tailed Student’s *t* test and 1-way or 2-way ANOVA as appropriate. Specific tests and significance levels are indicated in the appropriate figure legends. A *P* value of less than 0.05 was considered statistically significant. Statistical analysis of results was performed using GraphPad Prism versions 6 and 8.

### Study approval.

All animal experiments were performed under a UK Home Office license in accordance with UK Home Office regulations following approval by the University of Glasgow Ethics Committee.

## Author contributions

CTP, RAB, JMB, and PG conceived and designed the study. CTP, RAB, HES, and CSB acquired data. CTP, RAB, HES, CSB, and JJC analyzed and interpreted data. CTP, RAB, HES, CSB, JJC, IM, JMB, and PG wrote, reviewed, and/or revised the manuscript. CTP and RAB contributed equally to the manuscript. HES and CSB contributed equally to the manuscript. The authorship order among co–first and co–second authors was agreed upon after discussion by the authors.

## Supplementary Material

Supplemental data

Supplemental tables 1-7

## Figures and Tables

**Figure 1:**
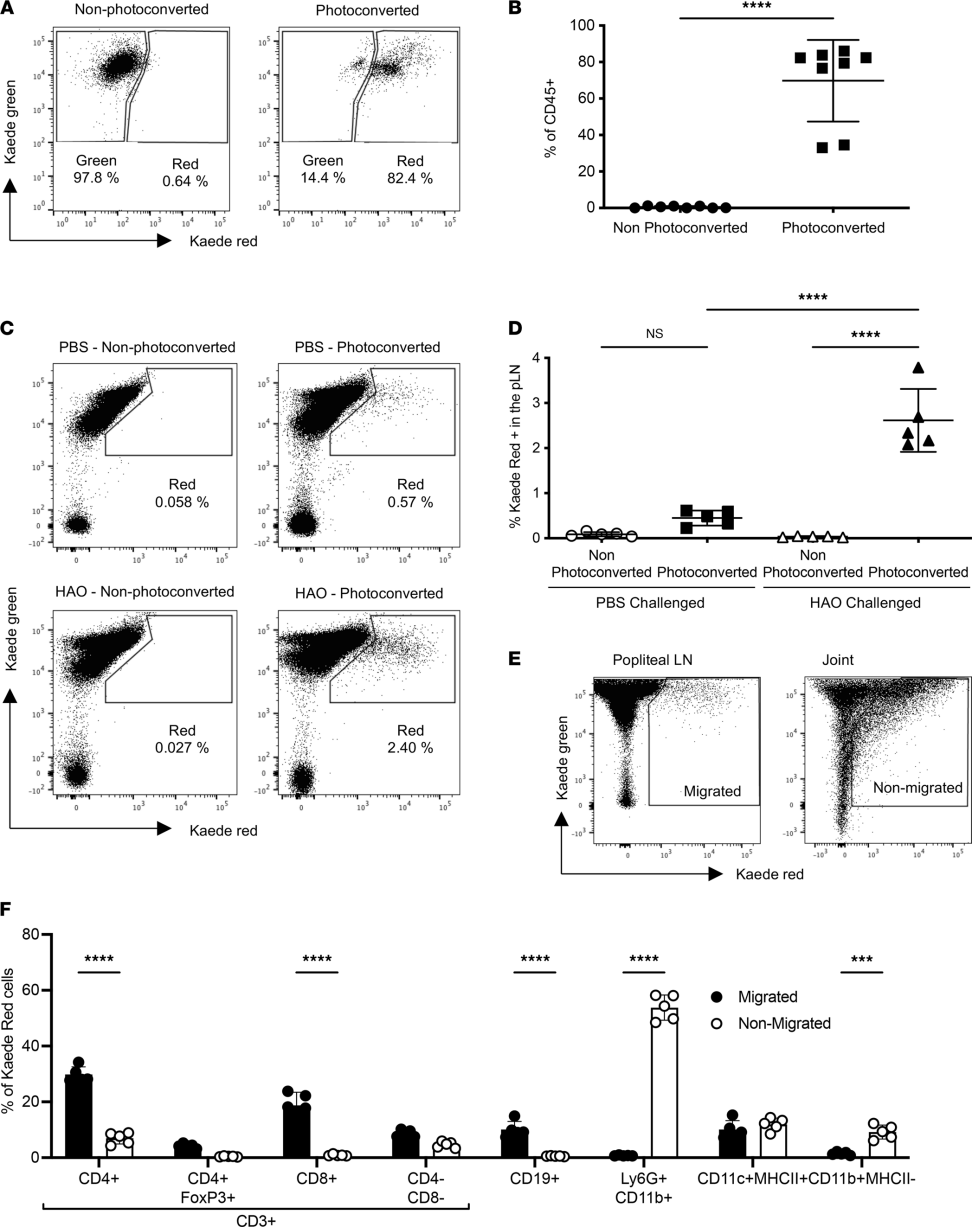
After HAO challenge, a significant population of cells migrate out of the inflamed joint to the popliteal lymph nodes. Inflammatory arthritis was induced in female Kaede recipient mice; inflamed joints were photoconverted by exposure to UV light for a total of 30 seconds on day 3 after HAO challenge. (**A**) Representative flow cytometry plots showing CD45^+^ cells recovered from inflamed joints highlighting Kaede green versus red in non-photoconverted and photoconverted HAO-challenged mice euthanized immediately after photoconversion. (**B**) Quantitative analysis of extent of photoconversion showing the percentage of Kaede red^+^ cells. Statistical differences between the treatment groups were determined using unpaired 2-tailed *t* test; *n* = 8. (**C**) Representative flow cytometry plots showing Kaede green versus red in CD45^+^ cells recovered from the popliteal lymph nodes (pLNs) of PBS- or HAO-challenged mice at 24 hours after photoconversion. Cells were previously gated on lymphocytes, single cells, viable cells, and CD45^+^ cells. (**D**) Quantitative analysis of the percentage of Kaede red^+^ cells in the pLNs from not photoconverted or photoconverted mice after PBS or HAO challenge. Statistical differences determined using 1-way ANOVA with Tukey’s multiple-comparison test; *n* = 5. (**E**) Representative flow cytometry plots showing Kaede green versus red in the pLNs and joints of HAO-challenged mice using the OVA-RA model. Gates represent the population of Kaede red^+^ cells that were later sorted via FACS for RNA-Seq analysis. (**F**) Comparison of the cellular composition of the 2 Kaede red^+^ populations: CD45^+^Kaede red^+^ migrated cells from the inflamed joint and CD45^+^Kaede red^+^ nonmigrated cells still within the inflamed joint. Statistical differences between the treatment groups were determined using 2-way ANOVA with Holm-Šídák multiple-comparison test; *n* = 5. Data are representative of 3 separate experiments; each symbol represents an individual animal; mean ± SD shown. ***P < 0.001, ****P < 0.0001. HAO, heat-aggregated ovalbumin.

**Figure 2:**
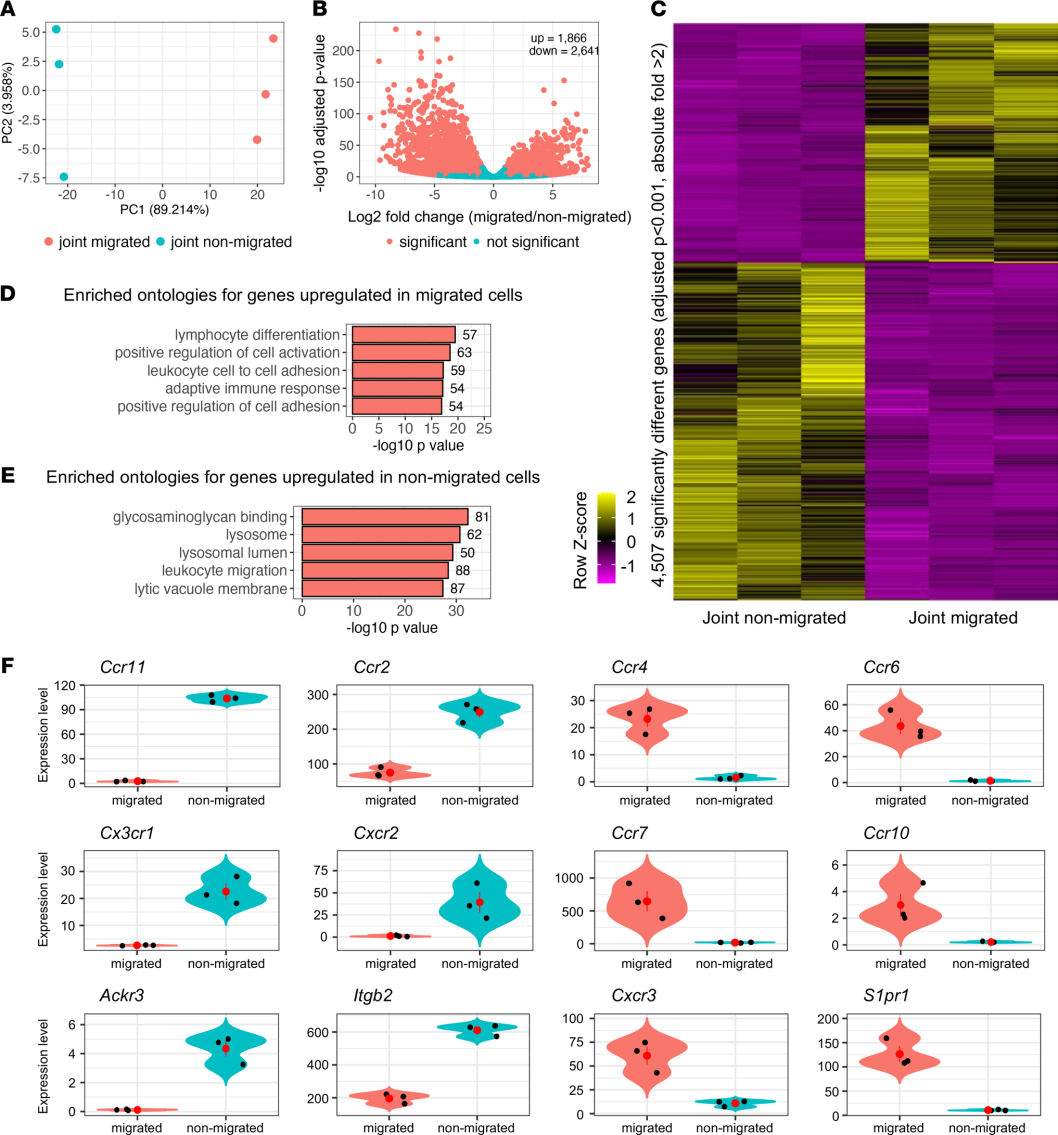
Analysis of differentially expressed genes between the joint migrated and the joint nonmigrated cells via RNA-Seq. RNA-Seq was performed on Kaede red^+^ cells FACS sorted from the inflamed joints and from the draining popliteal LNs. Three biological replicates were obtained for each group, taken from pooled groups of 8–18 matched male and female mice. (**A**) Principal component analysis (PCA) of joint migrated versus nonmigrated cells. (**B**) Volcano plot highlighting genes that were more than 2-fold upregulated or downregulated between the joint migrated versus the joint nonmigrated populations (1866 genes upregulated; 2641 genes downregulated). (**C**) Heatmap showing the 4507 genes that were significantly differentially regulated genes between the 2 populations. (**D**) Pathway analysis highlighting the enriched ontologies in the genes upregulated in the migrated cells and (**E**) the enriched ontologies in the genes upregulated in the nonmigrated cells (DAVID software). The number indicates how many genes in the data set are within each specific ontology. (**F**) Violin plots highlighting the differential expression of specific genes within the data set. Orange represents the migrated and blue represents the nonmigrated population; black dots represent individual replicates and the red dot represents the mean ± SD.

**Figure 3:**
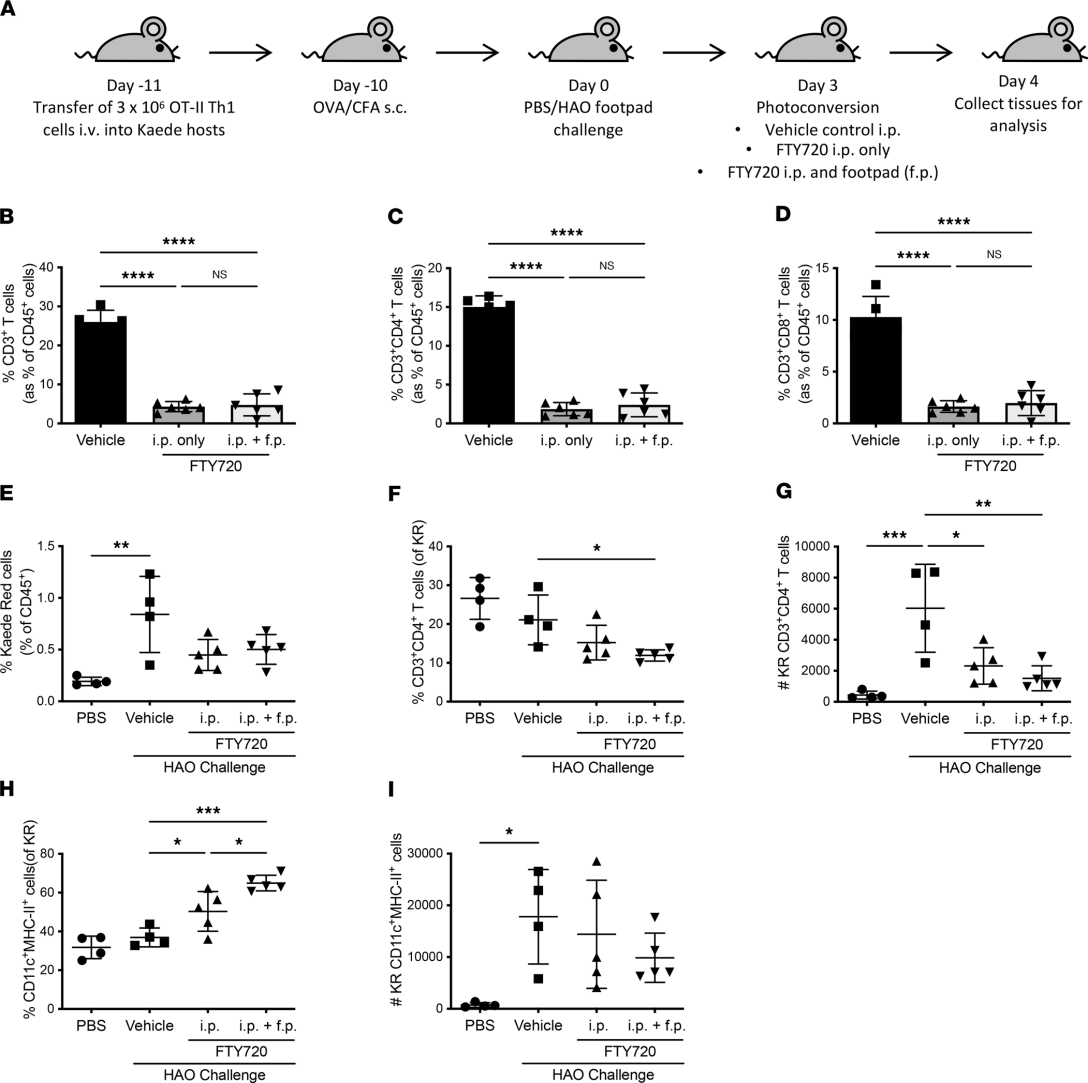
Blockade of the S1P pathway via FTY720 administration affects the movement of cells out of the inflamed joint. (**A**) Schematic showing the OVA-RA model timeline using female Kaede mice as the recipient mice. Mice received either vehicle control i.p. (*n* = 4) or 1 mg/kg FTY720 i.p. (*n* = 5) only or 1 mg/kg FTY720 i.p. in addition to 1 mg/kg FTY720 s.c. directly in the footpad (*n* = 5) on day 3 after HAO challenge; an untreated PBS-challenged group served as a control (*n* = 4). Twenty-four hours later, mice were euthanized and the popliteal lymph nodes collected for analysis via flow cytometry. To determine the efficacy of the FTY720, flow cytometry was used to determine the percentages of (**B**) CD3^+^ T cells (gated on CD45^+^ cells) and, more specifically, of (**C**) CD3^+^CD4^+^ and (**D**) CD3^+^CD8^+^ T cells in the blood after either vehicle or 2 different dosages of FTY720 in all HAO-challenged groups. Statistical differences between the treatment groups were determined using 1-way ANOVA with Tukey’s multiple-comparison test. (**E**) Summary of flow cytometric analysis s showing the percentage of CD45^+^ cells that are Kaede red^+^ migrated cells in the popliteal LNs after PBS or HAO footpad challenge followed by vehicle or FTY720 administration. Flow cytometric analysis of the Kaede red^+^ population specifically shows (**F**) the percentage of the Kaede red^+^ population that were CD3^+^CD4^+^ T cells, (**G**) the absolute number of CD3^+^CD4^+^Kaede red^+^ T cells, (**H**) the percentage of Kaede red^+^ cells that were CD11c^+^MHC-II^+^, and (**I**) the absolute number of CD11c^+^MHC-II^+^Kaede red^+^ cells. Statistical differences between the treatment groups were determined using 1-way ANOVA with Tukey’s multiple-comparison test. Data are representative of 2 separate experiments; each symbol represents an individual animal; mean ± SD shown. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 4:**
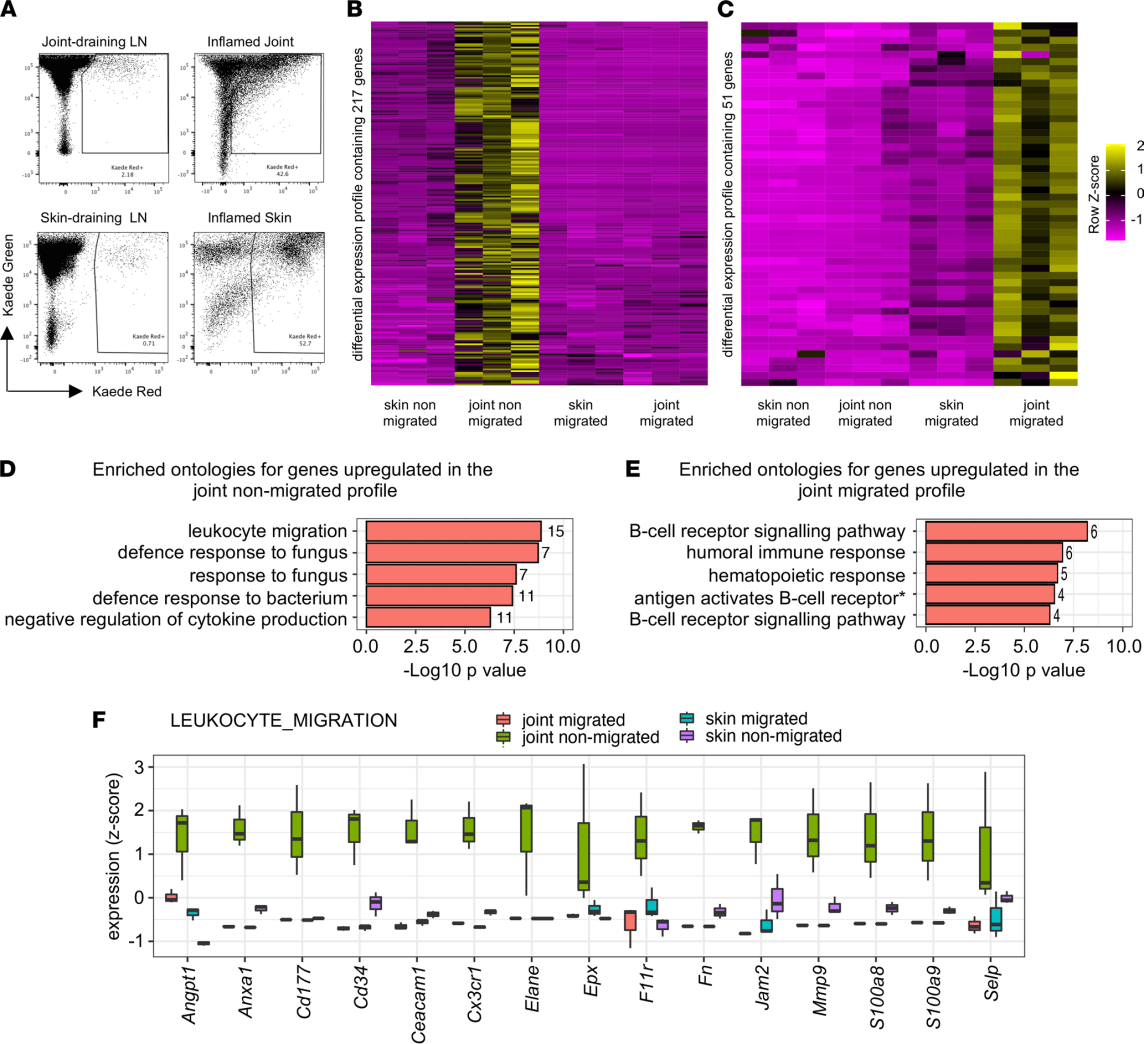
Comparison of a nonspecific inflamed site versus the inflamed joint to identify a joint-specific differentially regulated gene list. (**A**) Representative flow cytometry plots showing the Kaede green versus Kaede red^+^ cells in the joint-draining LNs, inflamed joint, skin-draining LNs, and inflamed skin. Gates represent population of Kaede red^+^ cells sorted via FACS and used for RNA-Seq analysis. Three biological replicates were obtained for each group, taken from pooled groups of 8–18 matched male and female mice. (**B**) Heatmaps highlighting genes that are significantly upregulated in the joint nonmigrated cell population and (**C**) in the joint migrated cell population. (**D**) Pathway analysis highlighting the enriched ontologies for genes in the joint nonmigrated population and (**E**) in the joint migrated population. The numbers in the graphs represent the number of genes in the data set involved in each pathway. (**F**) Box-and-whisker plots showing the relative expression of each of the genes in the “leukocyte migration” pathway in the joint migrated, joint nonmigrated, skin migrated, and skin nonmigrated groups. The box represents the mean, lower and upper hinges correspond to the 25th and 75th percentiles, and the whiskers represent the maximum and minimum.

**Figure 5:**
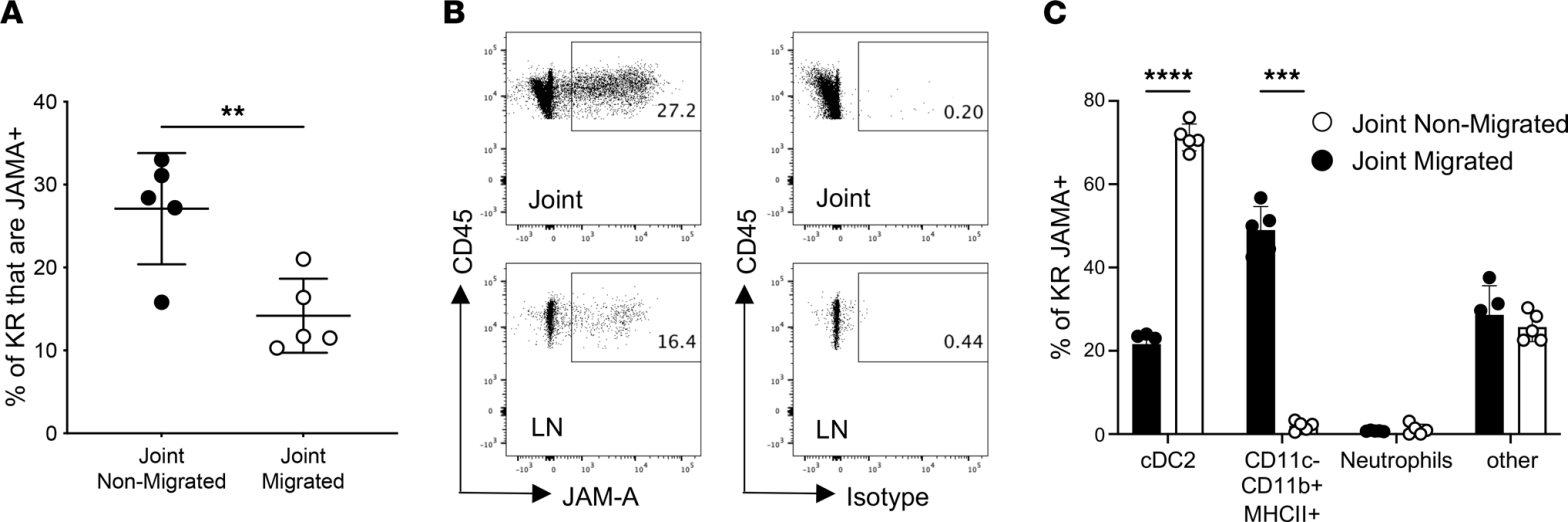
JAM-A is expressed on a higher percentage of the cells retained in the joint. Inflammatory arthritis was induced in female Kaede mice and the inflamed joint photoconverted at day 4 after HAO challenge; tissues were harvested 24 hours later and analyzed by flow cytometry. (**A**) Percentage of the joint nonmigrated and migrated cells (Kaede red+) that expressed JAM-A. (**B**) Representative flow cytometry plots showing the expression of JAM-A (left panel) or the isotype control (right panel) on Kaede red^+^ cells in the joint. (**C**) Bar chart showing the phenotype of the JAM-A^+^Kaede red^+^ cells in the joint nonmigrated and migrated populations. Statistical differences between the treatment groups were determined using 2-way ANOVA with Holm-Šídák multiple-comparison test; *n* = 5. Data are from a single experiment; each symbol represents an individual animal; mean ± SD shown. **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 6:**
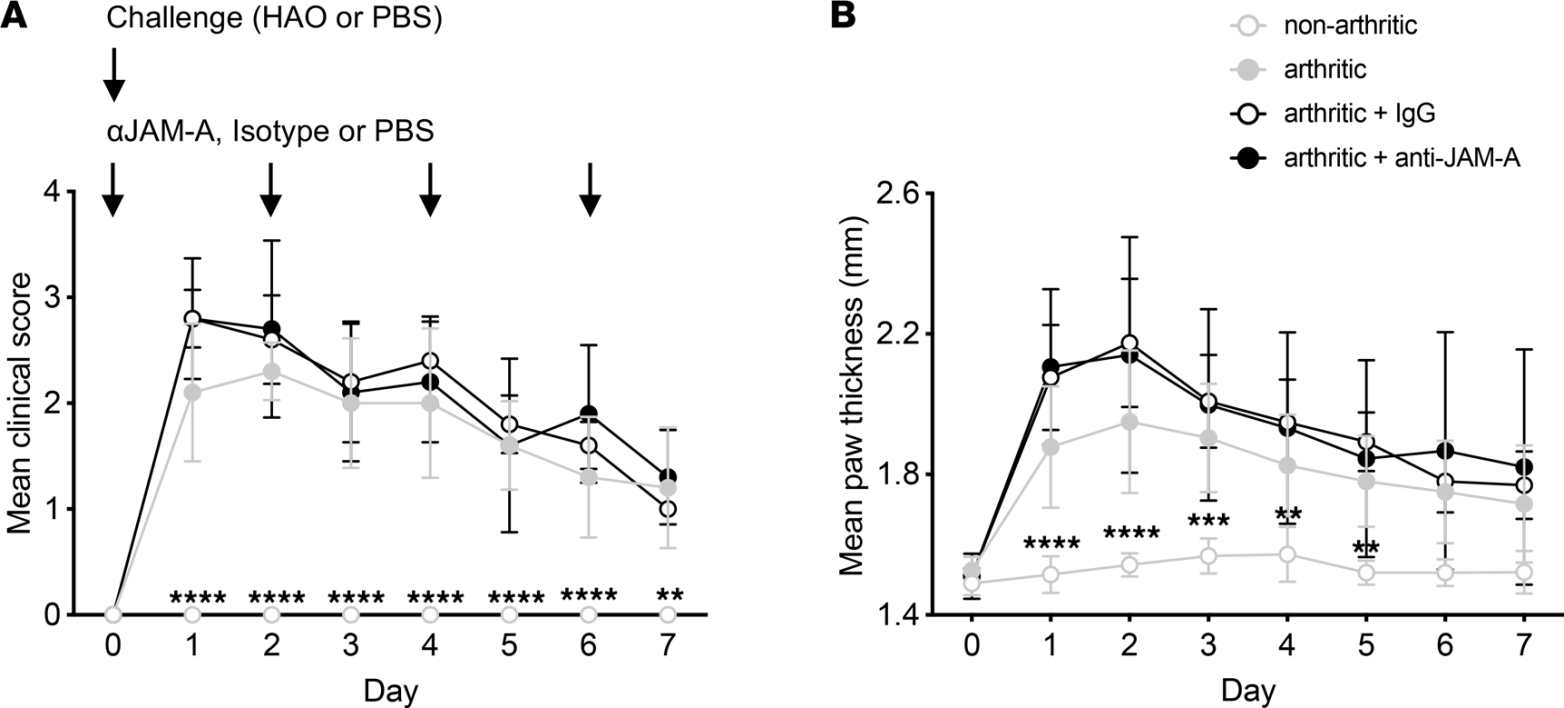
JAM-A blockade does not alter the development of arthritis. Inflammatory arthritis was induced in WT female C57BL/6 mice. Mice were treated with PBS, isotype control IgG, or anti–JAM-A i.p. shortly prior to HAO or PBS challenge and on days 2, 4, and 6 after challenge. The development of arthritis was monitored daily. (**A**) Mean hind paw clinical arthritis score. (**B**) Mean hind paw thickness. Arthritic groups *n* = 5; nonarthritic *n* = 4. Statistical differences between the treatment groups and the arthritic + IgG group using 2-way repeated-measures ANOVA with Dunnett’s multiple-comparison test; **P < 0.01, ***P ≤ 0.001, ****P ≤ 0.0001. Data are from a single experiment and show the mean ± SD.

**Figure 7:**
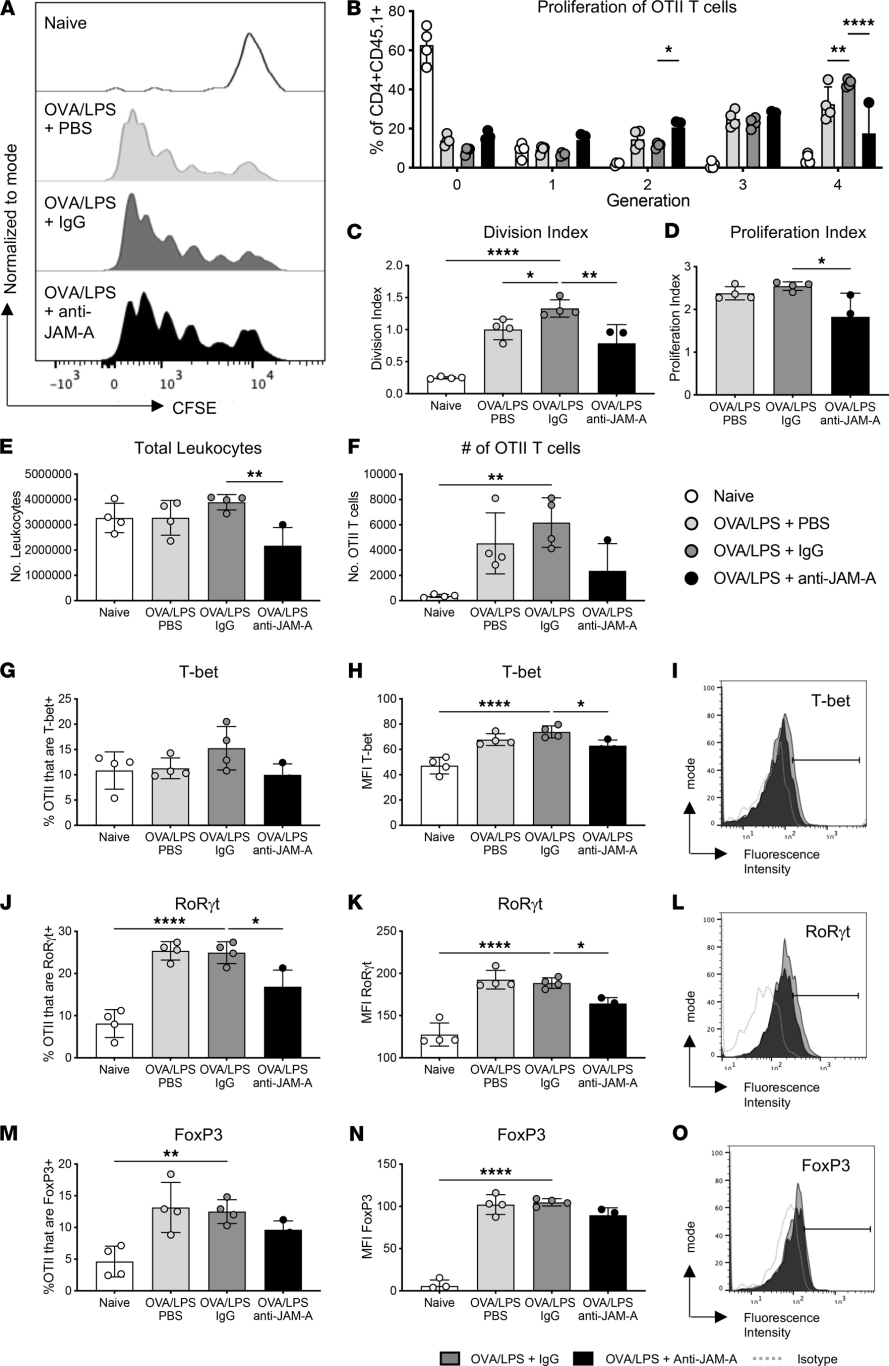
JAM-A blockade in vivo attenuates CD4^+^ T cell proliferation and decreases T-bet and RORγt expression by recently primed T cells. CFSE-labeled immune cells from LNs and spleens of OT-II mice were adoptively transferred to female C57BL/6 mice that were challenged with footpad injections of LPS and 0.5 ug OVA in the presence of anti–JAM-A mAb or its IgG isotype control. Popliteal LNs were harvested 72 hours later and analyzed by flow cytometry. (**A**) Representative histograms of CFSE fluorescence intensity on OT-II CD4^+^ cells (CD4^+^CD45.1^+^) with gating on cell generations and (**B**) quantification of the proportion of cells in each generation. (**C**) Division index and (**D**) proliferation index of OT-II CD4^+^ T cells. (**E**) The total number of leukocytes in the draining LNs. (**F**) The total number of OT-II CD4^+^ T cells in the draining LNs. (**G**) Percentage T-bet^+^. (**H**) MFI of T-bet. (**I**) Representative histograms showing T-bet expression on OT-II CD4^+^ T cells. (**J**) Percentage RORγt^+^. (**K**) MFI of RORγt. (**L**) Representative histograms showing RORγt expression on OT-II CD4^+^ T cells. (**M**) Percentage FoxP3^+^. (**N**) MFI of FoxP3. (**O**) Representative histograms showing FoxP3 expression on OT-II CD4^+^ T cells. Data are from a single experiment; each symbol represents an individual animal; mean ± SD shown; *n* = 4. Statistical differences between the treatment groups and the OVA/LPS IgG-treated control were determined using 1-way ANOVA with Dunnett’s multiple-comparison test. *P ≤ 0.05, **P ≤ 0.01, ****P ≤ 0.0001.

# Supplementary material for: Dissecting the molecular control of immune cell accumulation in the inflamed joint
**Source:** JCI Insight. 2022 Apr 8;7(7):e151281. doi: 10.1172/jci.insight.151281
**Supplement:** Supplemental data

## SUPPLEMENTAL FIGURES & LEGENDS

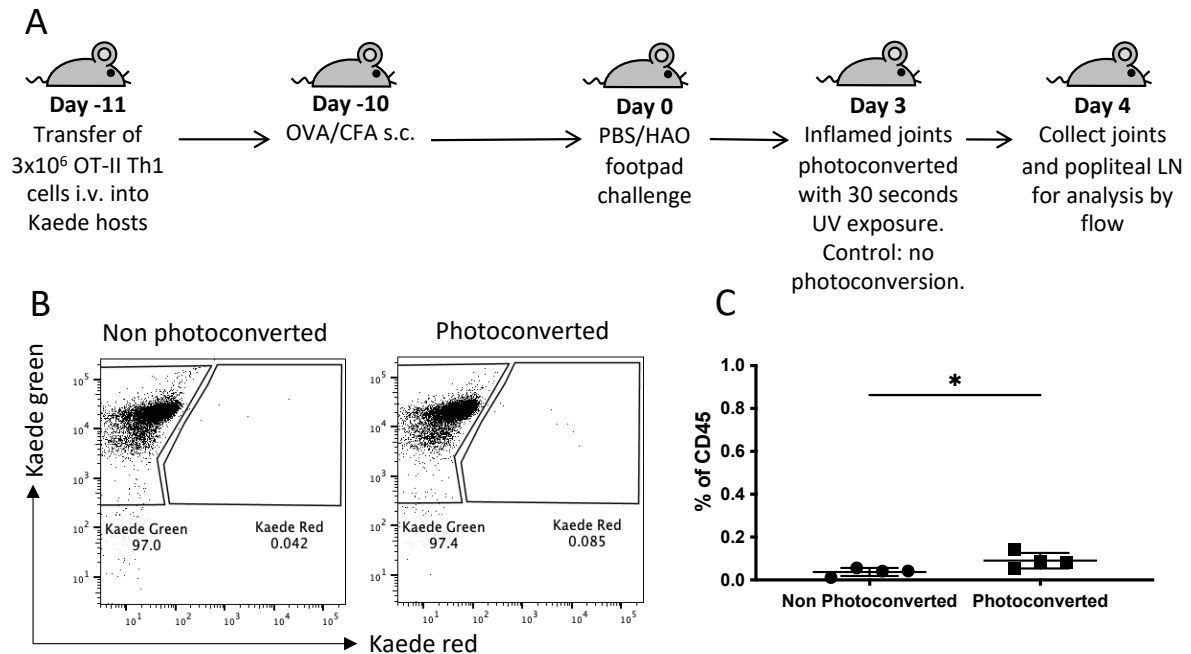

### Supplementary Figure 1. Inflammatory arthritis model in Kaede mice.

(A) Schematic showing the OVA-RA model timeline using transgenic Kaede mice as the recipient mice. On day -11,  $3 \times 10^6$  Th1 polarized CD4<sup>+</sup> OTII T cells were transferred into transgenic Kaede mice, the following day mice were immunized in the scruff with 100  $\mu$ g OVA in CFA. On day 0 mice were challenged with HAO in the footpad. On day 3 post challenge footpads were photoconverted by exposure to a total of 30 seconds of UV light. Twenty-four hours later mice were sacrificed, and the popliteal lymph nodes collected for analysis via flow cytometry.

The extent of incidental photoconversion of the popliteal lymph nodes determined by flow cytometry (B) plots showing CD45<sup>+</sup> cells highlighting Kaede green versus Kaede red in non-photoconverted and photoconverted HAO challenged mice recovered from the popliteal lymph nodes harvested shortly after photoconversion. Shown as a percentage of CD45<sup>+</sup> gate.

(C) Quantitative analysis of extent of photoconversion showing the percentage of Kaede red cells. Statistical analysis: Unpaired t test; \* represents  $p < 0.05$ ;  $n = 4$ .

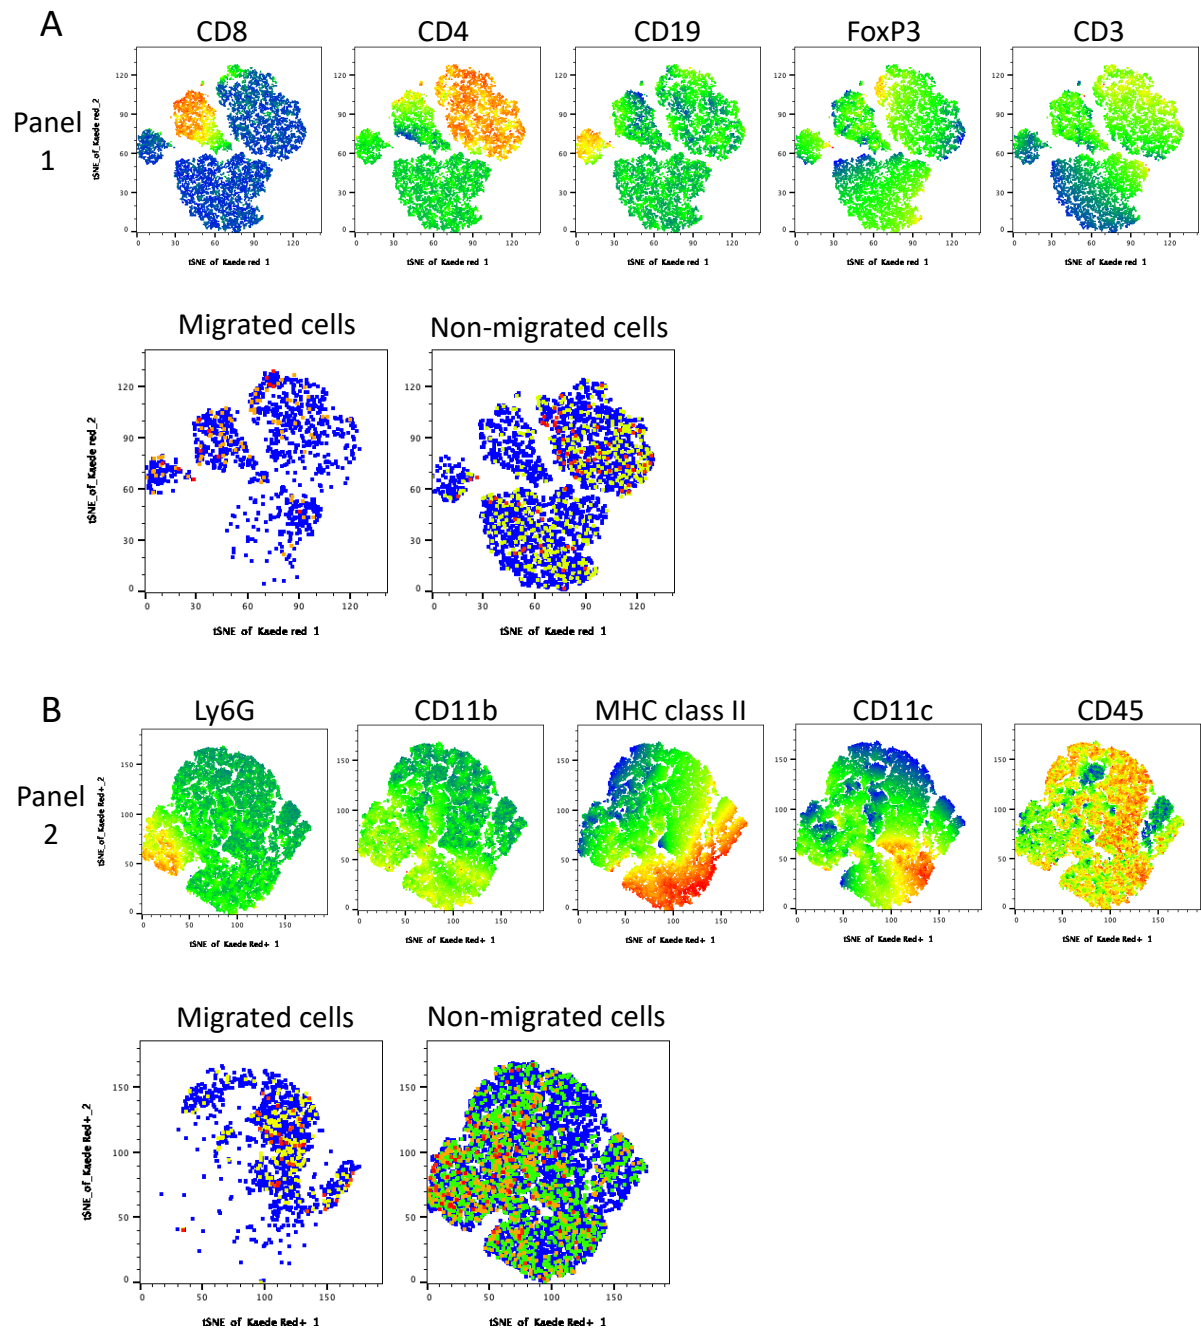

**Supplementary Figure 2. Non-migrated cells in the inflamed joint and migrated cells in the draining lymph nodes are comprised of distinct cell groups; t-SNE analysis. (A)** Representative t-SNE plots showing migrated and non-migrated cells stained for CD8, CD4, CD19, FoxP3 and CD3. **(B)** Representative t-SNE plots showing migrated and non-migrated cells stained for Ly6G, CD11b, MHC-II, CD11c and CD45.

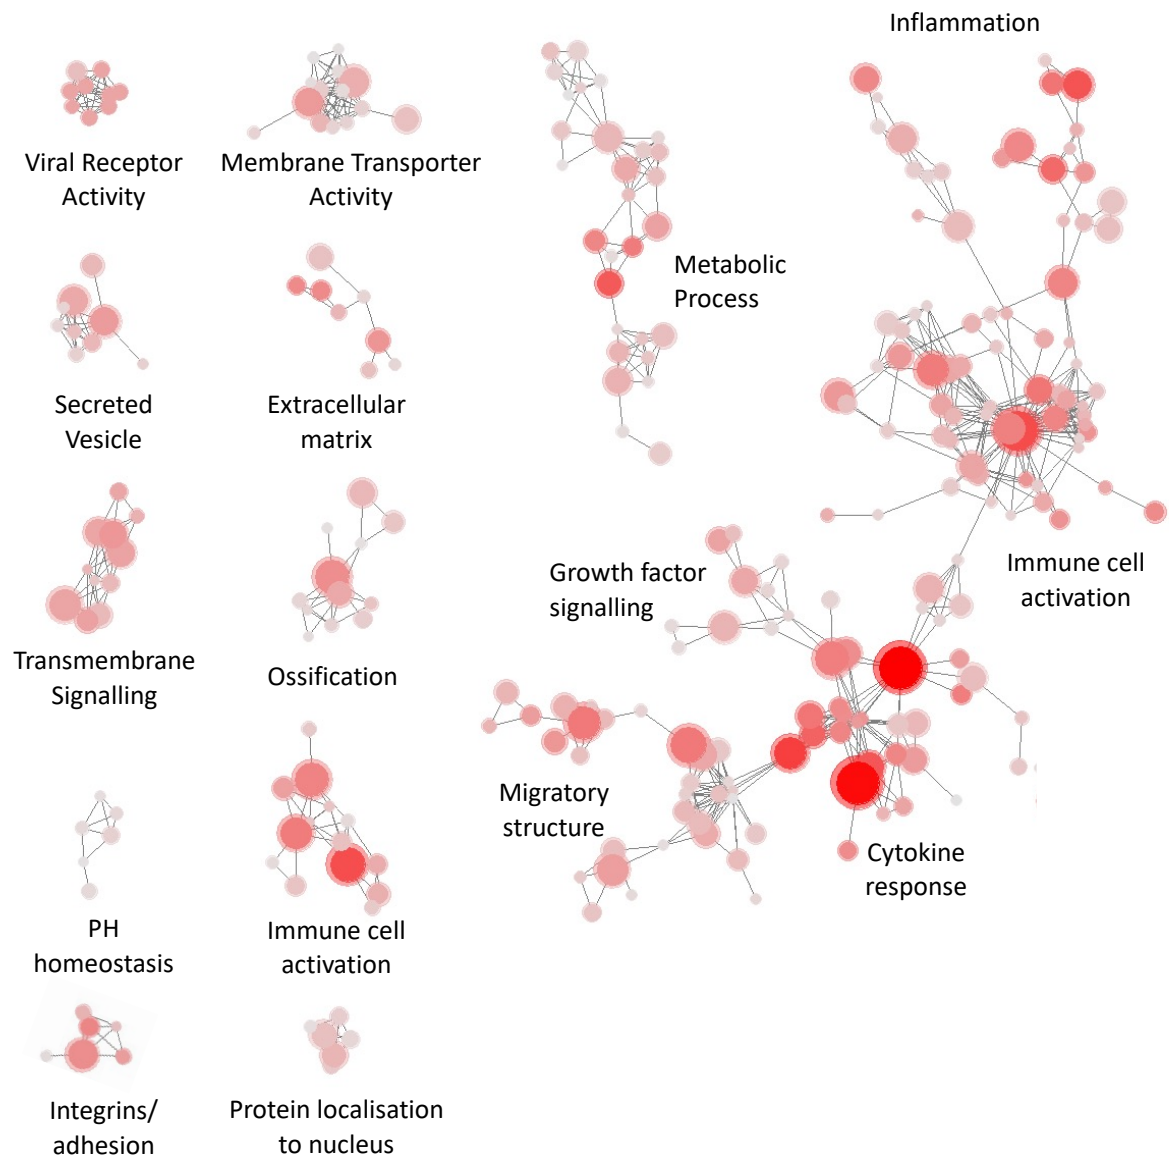

**Supplementary Figure 3: Network analysis of the upregulated genes in non-migrated cells.**

Network analysis showing genes upregulated in the non-migrated (joint) Kaede red cells was performed and filtered for clusters containing 6 or more differentially expressed genes. Clusters were named based on the function of the genes within them.

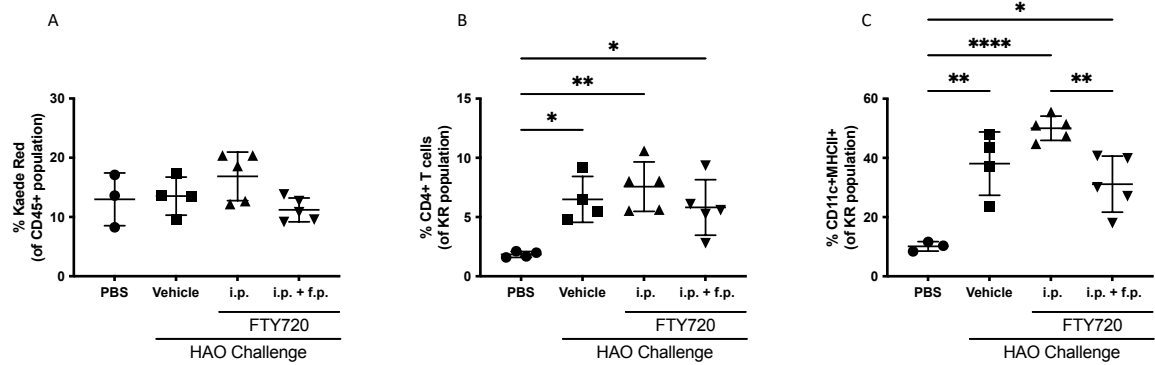

**Supplemental Figure 4. Blockade of the S1P pathway via FTY720 administration, affects the movement of cells out of the inflamed joint.** (A) Summary of flow cytometric analysis showing the percentage of Kaede Red non-migrated cells in the joint after PBS or HAO footpad challenge followed by vehicle or FTY720 administration. Previously gated on the CD45<sup>+</sup> cells. Flow cytometric analysis of the Kaede Red population specifically shows (B) the percentage of the Kaede Red population that are CD3<sup>+</sup>CD4<sup>+</sup> T cells and (C) the percentage of Kaede Red cells that are CD11c<sup>+</sup>MHC-II<sup>+</sup>. Statistical differences between the treatment groups were determined using one way ANOVA with Tukey multiple comparisons test. Data is representative of two separate experiments; each symbol represents an individual animal and shows the mean  $\pm$  SD. \* represents  $p < 0.05$ , \*\* represents  $p < 0.01$ , \*\*\*\* represents  $p < 0.0001$ .

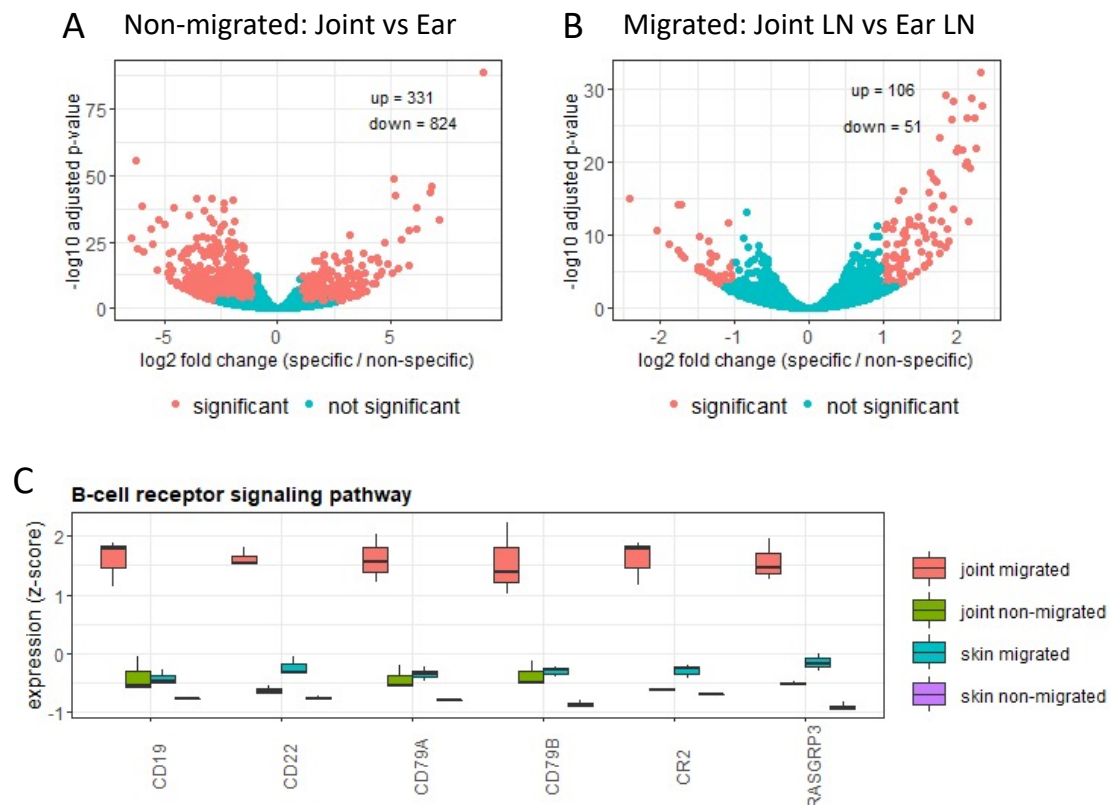

### Supplemental Figure 5: Joint vs Skin volcano plots and B cell signaling genes

Volcano plots highlighting genes that are more than two-fold up- or down-regulated between (A) the joint vs ear non-migrated populations [331 genes up-regulated; 824 genes down-regulated] and (B) the joint vs ear migrated populations [106 genes up-regulated; 51 genes down-regulated]. (C) Box and whisker plots showing the relative expression of each of the genes involved in the 'B cell receptor signaling' pathway in the joint migrated, joint non-migrated, skin migrated and skin non-migrated groups. The box represents the mean, lower and upper hinges correspond to the 25<sup>th</sup> and 75<sup>th</sup> percentiles and the whiskers represent the maximum and minimum.

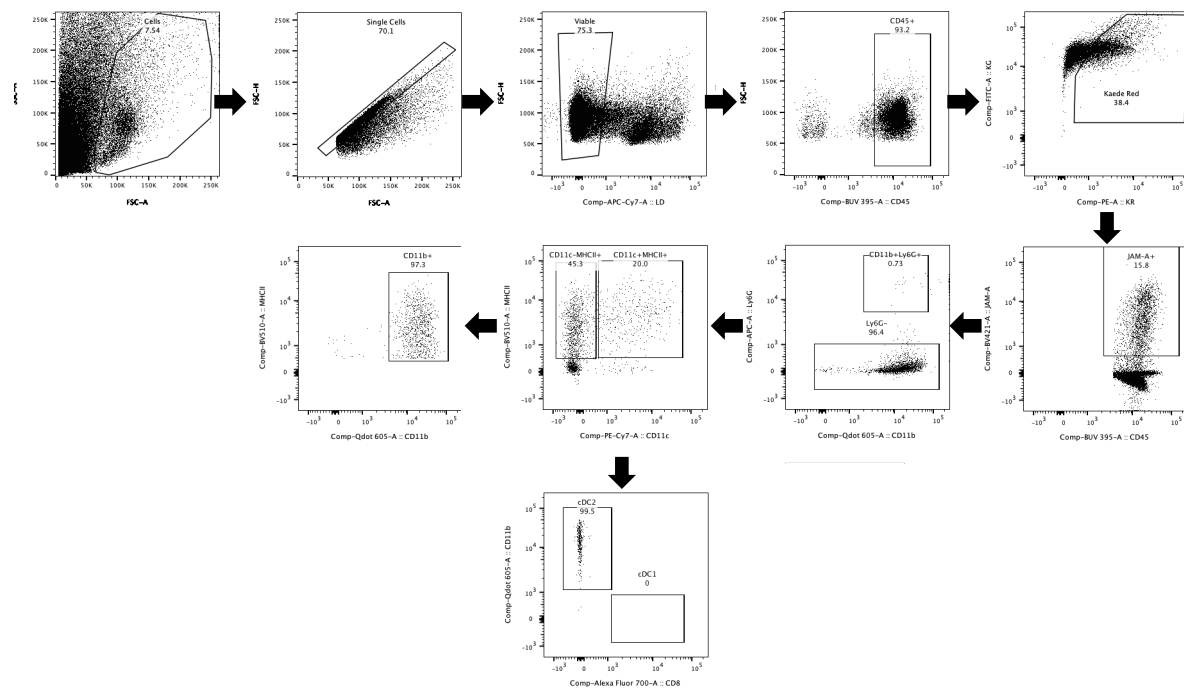

**Supplemental Figure 6. Gating strategy used to phenotype the Kaede red JAM-A+ cells in the joint and LN.** Inflammatory arthritis was induced in Kaede mice, tissues were photoswitched at 3 days post HAO challenge and 24 hours later the immune cells were analysed by flow cytometry. Leukocytes were identified by size and granularity; doublets and dead cells excluded and CD45+ cells gated. Migrated and non-migrated cells were identified as Kaede red. JAM-A expressing Kaede red cells were identified and subsequently gated to identify neutrophils (CD11b+Ly6G+), Macrophages/Monocytes (CD11c-CD11b+MHCII+), cDC1 (CD11c+MHCII+CD8+) and cDC2 (CD11c+MHCII+CD11b+).

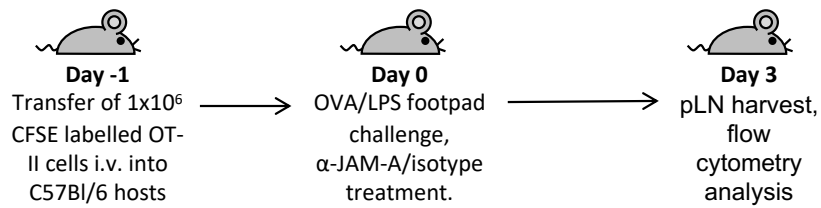

**Supplemental Figure 7. Schematic of adoptive transfer model and anti-JAM-A/isotype treatment.** (A) Schematic showing the adoptive transfer timeline using C57Bl/6 mice as the recipient mice. On day -1 mice received CFSE labelled immune cells containing  $1 \times 10^6$  CD4+ OTII T cells. On day 0 mice were immunised in the footpad with  $0.5 \mu\text{g}$  OVA/ $8 \mu\text{g}$  LPS or LPS alone and were treated with anti-JAM-A mAb, the isotype control or PBS I.P. Popliteal LNs were harvested 72 hours later and analyzed by flow cytometry.

How the deposited data were processed for this re-analysis (not part of the article)

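The data are bulk RNA-seq read counts from 18 mouse samples in 6 groups of 3 pooled replicates. Of these groups, 4 come from inflamed mice: joint nonmigrated, joint migrated, skin nonmigrated and skin migrated cells. The 2 others come from the joint-draining and skin-draining lymph nodes at steady state and are not reported in the paper. The authors sorted cells, sequenced paired reads on an Illumina HiSeq instrument, trimmed them with Trim-Galore!, and aligned them with TopHat2 to the mm10 genome with Ensembl release 87 gene models. The authors then made 1 count per gene and sample with HTSeq in its default mode, and these raw integer counts are the unit of the deposited table. No reads were realigned here. The table holds 49585 genes after 5 HTSeq summary lines were removed. All 18 sample columns were used, 18650 genes had a count of 0 in every sample, and 49326 genes matched GENCODE release M21, from which symbols, biotypes and positions were taken. Each column was assigned to its condition from the sample labels only.

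Total assigned counts per library were 35554698 to 41853129 in joint nonmigrated, 40280509 to 43814403 in joint migrated, 19602701 to 22528895 in skin nonmigrated and 19239531 to 22378238 in skin migrated cells. In the steady-state nodes they were 37500168 to 42938378 (joint-draining) and 28577566 to 40055171 (skin-draining). A count of 3 or fewer was treated as the floor, which equals 0.0616 to 0.18 CPM (counts scaled to a common, TMM-normalized library size) depending on the library. Fold changes against a group with no library above the floor are given as lower bounds computed against the floor. The floor covers counting error alone. Differences between replicates were far larger, with a chi-square per degree of freedom of 16.2 to 129.6 between same-group libraries, so errors of fold changes were taken from the fitted models.

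Genes were tested with edgeR 4.0.16 (quasi-likelihood F test, TMM normalization, filterByExpr with a minimum count of 10) in R 4.3.3 with limma 3.58.1. The 12 inflamed samples were fitted together with group as the only factor, leaving 16777 genes. For the steady-state comparisons the 12 lymph node samples were fitted together, leaving 17107 genes. P values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.001 with an absolute log2 fold change above 1. The methods of the paper give 0.05, whereas Fig. 2C and Supplemental Table 1 use 0.001, so 0.05 was run as an alternative. Comparisons were migrated against nonmigrated cells at each site, joint against skin in each compartment, the interaction of site and migration, and inflamed against steady-state nodes. A joint signature is the set of genes called higher in that joint population than in each of the other 3 inflamed populations. Standard errors are the absolute log2 fold change divided by the square root of F.

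Principal components were computed on log2 of CPM plus 1 for the 6 joint samples, centred and not scaled. Called genes were tested against the mouse Reactome sets shipped with fgsea 1.28.0, restricted to sets of 10 to 500 tested genes, with a one-sided hypergeometric test and Benjamini-Hochberg adjustment. The other gene set collections named in the methods were not used here. Tables were prepared with Python 3.11.15 and figures drawn with matplotlib 3.10.9.

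Genes named in the text follow a rule. They are every gene named in the text of the paper or in Fig. 2F, Fig. 4F and Supplemental Fig. 5C, and, per comparison, the 3 called genes with the smallest adjusted p in each direction whose replicates do not overlap. Added to these are the 5 genes per signature with the largest smallest-of-3 log2 fold change and listed cell type and sex markers. Reactome sets named are the 5 with the smallest p per list and those for B cell receptor signaling, glycosaminoglycan metabolism, chemokine receptors, integrins and extracellular matrix. Items outside the rule are marked where they appear, and 1 gene that the rule covers is not reported here.

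The comparisons, the threshold, this rule and a list of alternatives were fixed before the data were examined. These alternatives were an adjusted p under 0.05, size factors of DESeq2 in the edgeR fit, the DESeq2 1.42.0 Wald test, no filter on low counts, at least 10 counts in every sample of 1 group, a block for the replicate number within each site, protein-coding genes and lincRNAs only, a fit of only the groups compared, a fit of all 18 samples, signatures from the 2 tabulated comparisons, other settings of the principal components, and leaving out each replicate in turn. Further alternatives were chosen after seeing the data: 3 further forms of the DESeq2 test, DESeq2 signatures from the 2 tabulated comparisons, counts thinned to a common depth, signatures from fits of only the groups compared, and Reactome sets on genes called with the block. The replicate numbers used for the block come from the sample labels. Neither the labels nor the paper states that same-numbered samples share mice, and the plan fixed in advance used no block, so the block is an alternative. Values that bear on matched joint pools are given with the other observations.

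The procedure was tested on simulated data with 200 genes changed by a log2 fold change of 2 between joint and skin nonmigrated cells. At the main threshold, edgeR recovered 107 of the 200 and DESeq2 150, with 0 and 4 false calls. For the interaction they recovered 36.5% and 57.5%, with 0 and 8 false calls. Between joint and skin migrated cells, where no change was simulated, they made 0 and 1 false calls. The median absolute log2 fold change recovered by edgeR was 2.02.

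Flow cytometry and imaging data of the paper, and its Supplemental Tables 2 to 6, were not analysed here. The sort gate of the steady-state joint-draining node samples is not clear from their labels, so these samples are described by tissue and treatment only.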

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

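Of the tests in this part, the refits with counts thinned to a common depth were chosen only after the results were seen. The marker list for the interferon response was written after the value of 1 of its genes, Ifit1, had been seen, and the tests on sex chromosomes were chosen after the sex-linked genes had been seen.

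The change from nonmigrated to migrated cells differed between joint and skin for 20 genes, by a test of the difference itself. It was more positive in the joint for 11 genes and less positive for 9. The paper does not test this interaction. Socs1 had the smallest adjusted p, with an interaction log2 fold change of 2.51 (SE 0.163, edgeR, Benjamini-Hochberg adjusted p 7.99e-05). It rose by 1.03 in the joint and fell by 1.48 in the skin on the log2 scale. The most negative value was -12.11 for Igkv8-30 (SE 0.82, edgeR, Benjamini-Hochberg adjusted p 0.000191), where all 3 skin nonmigrated libraries are at the floor, so that its size is not well measured. This immunoglobulin gene was at least 145-fold higher in skin migrated than in skin nonmigrated cells, against a log2 fold change of 0.48 in the joint. Of the 20 genes, 7 are immunoglobulin genes, and all 7 are among the 9 with a less positive change in the joint. The others of these 9 are Axl (-1.98) and Itgb2l (-7.81), named after their values were seen. Immunoglobulin variable genes resemble one another, and how many reads they share was not tested.

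Several technical explanations of the interaction were weighed. Of 32 arrangements that swap joint and skin labels within replicate number and compartment, 2 gave at least 20 genes, a share above 0.05. The real arrangement is 1 of the 2. The other gave 244 genes and exchanges the site of a whole compartment, so that it adds the site differences instead of subtracting them and is no chance arrangement. Apart from it, the next arrangements gave 18 and 15 genes, below the real 20 but close to it. Both exchange labels of migrated libraries only and leave the nonmigrated labels real. They therefore keep the site difference of nonmigrated cells and are no chance arrangements either. Every arrangement run that exchanged labels of nonmigrated libraries gave 0 genes. The share above is therefore no measure of chance. Depth and the share of reads without a feature separate joint from skin libraries, although the labels name no batches, and 5 of the 20 genes had an edgeR adjusted p under 0.05 between joint migrated and skin migrated cells. The interaction can therefore not be told apart from a batch difference that affected the compartments unequally. With counts thinned to the depth of the skin libraries 34 genes were called, all 20 among them. With the replicate block 1 gene was called, and it was not among the 20, so none of them passes the threshold if same-numbered pools are treated as matched. By the DESeq2 Wald test 648 were called, all 20 among them. A candidate explanation on the biological side is an interferon response in the skin nonmigrated cells. The 7 tested response genes other than Ifit1 had a median log2 fold change of 2.74, skin over joint nonmigrated cells, and Socs1 and Parp10 may belong to the same response. This stays a hypothesis, since matched pools and batch remain open.

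In the joint-draining lymph node, 2714 genes were called between inflamed migrated cells and steady-state cells, 2116 higher and 598 lower with inflammation. The steady-state samples are not reported in the paper. The leading genes were Osbpl3 (log2 fold change 3.08), H2-M2 (8.37) and Pla2g4f (5.55) among the higher, and Igfbp4 (-4.05), Amigo2 (-2.44, overlapping Pced1b) and Gm15675 (-2.46, overlapping Gm15674) among the lower. With the replicate block 2202 were called, 2170 of them among the 2714, and deviations of same-numbered libraries correlated at -0.135 across genes. The real grouping was 1 of 4 that part same-numbered samples, and the only 1 of them with as many genes, but 4 groupings cannot give a share under 0.05. Thinned to a common depth, 2450 genes were called. Of the called genes 2.62% lie on chromosomes X and Y, against 3.03% of the tested genes, so sex-linked genes were not enriched. The median log2 fold change was 2.50 for the listed dendritic cell markers and -2.21 for the B cell markers. A different mixture of cells, from inflammation or from the open sort gate of the steady-state samples, is a candidate explanation. With so few samples, regrouping alone cannot tell the pattern from chance, and gate and inflammation cannot be separated.

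In the skin-draining lymph node, 4297 genes were called between inflamed migrated cells and steady-state cells, 2842 higher and 1455 lower with inflammation. S100a4 (log2 fold change 5.36, overlapping Gm42674), Osbpl3 (3.40) and H2-M2 (7.03) led the higher genes, and Ffar1 (-4.70), Kmo (-2.87, overlapping Fh1) and Gm15675 (-4.17) the lower. The real grouping was again 1 of 4 and no other gave as many genes. Thinned to a common depth, 4057 genes were called, and 2.68% of the called genes lie on chromosomes X and Y. Library size, share of reads without a feature and the sex-linked genes Xist and Ddx3y all separate the inflamed from the steady-state skin samples completely, and effects of sex on genes of other chromosomes were not tested. Of the 4297 genes, 70.0% were also called in the same direction when joint migrated cells took the place of skin migrated cells. Both comparisons share the same steady-state skin libraries, so this share cannot exclude a difference carried by those libraries, and batch stays open. Both nodes shared 2326 called genes, 2319 of them with the same direction, and log2 fold changes correlated at 0.791 across genes, which are not independent replicates. A shared response of the draining nodes to inflammation is a candidate explanation for these shared genes. The skin comparison on its own cannot be told apart from a difference between batches.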

How the results depend on the processing

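Genes named for a comparison, cell type and sex markers apart, kept their direction in each alternative in which they were tested. Of these single-gene results, 1849 stayed on their side of the threshold, 102 became weaker, 153 stronger and 0 reversed. Among the weaker were the interactions of Socs1 and Igkv8-30 with the replicate block. Other results also changed: 8 values of the second principal component and 97 counts by direction moved (1 and 175 did not), and 11 Reactome results became stronger (401 did not change). The cause was not tested for any change given here, unless a value is named.

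With an adjusted p under 0.05 in place of 0.001, called genes rose from 3586 to 5757 for joint migrated against nonmigrated, from 3508 to 5940 for skin migrated against nonmigrated, from 511 to 2400 for joint against skin nonmigrated, from 0 to 191 for joint against skin migrated, from 20 to 1029 for the interaction and from 2714 to 4143 for the joint-draining node. The joint nonmigrated signature rose from 74 to 392 genes and the joint migrated signature from 0 to 39. Reactome sets became 9 for genes higher in joint migrated cells (32 before), 9 for the joint nonmigrated signature and 1 for the joint migrated signature. The cause was not tested.

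Under the DESeq2 Wald test there were 1546 genes for joint against skin nonmigrated, 181 for joint against skin migrated, 225 and 32 for the nonmigrated and migrated signatures and 648 for the interaction. Its Reactome sets were 51 and 175 for genes higher in joint migrated and in joint nonmigrated cells (32 and 88 before), 9 for the nonmigrated and 3 for the migrated signature. In the same order of counts, all 18 samples in the fit gave 1104, 38, 148, 16 and 301 genes, and no filter on low counts gave 1014, 61, 151, 19 and 290. The replicate block gave 204, 7, 47, 1 and 1. The fit of only the groups compared gave 0 genes for joint against skin nonmigrated cells (5338 at an unadjusted p under 0.05) and 2111 for skin migrated against nonmigrated cells. In the same fits, 0 genes made up the nonmigrated signature (1166 at an unadjusted p under 0.05), a setting chosen after seeing the data. With protein-coding genes and lincRNAs only, 9 interaction genes were called, all among the 20, of which 7 are immunoglobulin genes outside these biotypes. The cause was not tested.

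Other alternatives were chosen after seeing the data. DESeq2 on only the groups compared gave 1374 genes for joint against skin nonmigrated and 262 for joint against skin migrated cells, with signatures of 216 and 54. Restricted to protein-coding genes and lincRNAs it gave 1136, 229, 208 and 48. With betaPrior shrinkage, DESeq2 gave 1559, 186, 226 and 32, and 675 interaction genes. DESeq2 signatures from only the 2 tabulated comparisons held 233 and 34 genes. Joint counts thinned to the depth of the skin libraries gave 34 interaction genes. The cause was not tested.

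The first principal component held 97.15% of the variance with the 500 most variable genes, 88.47% with a pseudocount of 0.1 and 63.89% with genes scaled to unit variance, against 90.4%.

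Across the fits that each left out 1 replicate, called genes ran from 2537 to 3107 (joint migrated against nonmigrated), 2566 to 3370 (skin migrated against nonmigrated), 120 to 1372 (joint against skin nonmigrated), 0 to 22 (joint against skin migrated), 7 to 330 (interaction), 2071 to 2741 (joint-draining node) and 3525 to 3980 (skin-draining node). Signatures ran from 16 to 283 (nonmigrated) and 0 to 0 (migrated, with 285 to 513 genes at an unadjusted p under 0.05). The first component ran from 89.58% to 91.94%. Reactome sets ran from 14 to 39 and 91 to 100 for genes higher in joint migrated and nonmigrated cells, and from 0 to 6 and 0 to 0 for the signatures.

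The remaining alternatives left counts within 1.5 times their main value. Size factors of DESeq2 in place of TMM gave 3584 genes for joint migrated against nonmigrated and 498 for joint against skin nonmigrated cells. For the skin-draining node the block gave 3572 genes, 3540 of them among the 4297, and deviations of same-numbered libraries correlated at -0.040 across genes. Depth limits the skin libraries most, since genes under 0.133 to 0.18 CPM there are at the floor. Folds of joint over skin cells for such genes are bounds.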

Differences from the paper's values

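The paper reports 331 genes higher in joint than in skin nonmigrated cells, against 192 here. Among the alternatives set before the data were examined, no filter on low counts (393) and all 18 samples in the fit (385) come within 1.5 times of the paper's value. DESeq2 on only the groups compared, with all genes (480) or with protein-coding genes and lincRNAs only (330), also does, and was chosen after seeing the values. The other preset alternatives do not: an adjusted p under 0.05 gave 914, the DESeq2 Wald test 554, size factors of DESeq2 183, at least 10 counts in every sample of 1 group 181, the replicate block 80, protein-coding genes and lincRNAs only 126, and only the groups compared 0 (5338 genes in both directions at an unadjusted p under 0.05). Nor does leaving out 1 replicate (42 to 526).

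Lower in joint than in skin nonmigrated cells are 824 genes in the paper and 319 here. No filter on low counts (621), the DESeq2 Wald test (992), all 18 samples in the fit (719) and leaving out skin nonmigrated replicate 3 (846) come within 1.5 times of the paper's value. So do DESeq2 on only the groups compared (894), DESeq2 with betaPrior shrinkage (1009) and the former with protein-coding genes and lincRNAs only (806), all chosen after seeing the values. An adjusted p under 0.05 (1486), size factors of DESeq2 (315), at least 10 counts in every sample of 1 group (329), the replicate block (124), protein-coding genes and lincRNAs only (291), only the groups compared (0) and leaving out each of the other replicates (64 to 136) do not.

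For migrated cells the paper reports 106 genes higher and 51 lower in joint than in skin, against 0 and 0 here, with 2770 genes at an unadjusted p under 0.05. For the higher genes, an adjusted p under 0.05 (94) and the DESeq2 Wald test (80) come within 1.5 times of the paper's value. So do DESeq2 on only the groups compared (136), with protein-coding genes and lincRNAs only (121), and with betaPrior shrinkage (81), which were chosen after seeing the values. No filter on low counts (31), all 18 samples in the fit (24), the replicate block (1), leaving out 1 replicate (0 to 2) and the other preset alternatives (0 each) do not. For the lower genes no setting comes within 1.5 times of the paper's 51. An adjusted p under 0.05 gave 97, the DESeq2 Wald test 101, no filter 30, all 18 samples 14, the block 6, leaving out 1 replicate 0 to 20 and the other preset alternatives 0. The DESeq2 settings chosen after seeing the values gave 126 on only the groups compared, 105 with betaPrior shrinkage and 108 with protein-coding genes and lincRNAs only.

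The joint nonmigrated signature holds 217 genes in the paper and 74 here. No filter on low counts (151), the DESeq2 Wald test (225), all 18 samples in the fit (148) and leaving out skin nonmigrated replicate 3 (283) come within 1.5 times of the paper's value. So do the DESeq2 settings chosen after seeing the values: only the groups compared (216), betaPrior shrinkage (226), protein-coding genes and lincRNAs only (208) and the 2 tabulated comparisons (233). An adjusted p under 0.05 (392), size factors of DESeq2 (74), at least 10 counts in every sample of 1 group (74), the block (47), protein-coding genes and lincRNAs only (70), the 2 tabulated comparisons with edgeR (77) and leaving out each of the other replicates (16 to 59) do not.

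The paper's joint migrated signature holds 51 genes, and that here 0, with 397 genes at an unadjusted p under 0.05. Among preset alternatives, an adjusted p under 0.05 (39) comes within 1.5 times of the paper's value. DESeq2 on only the groups compared (54), with protein-coding genes and lincRNAs only (48) and from the 2 tabulated comparisons (34) also do, and were chosen after seeing the values. The DESeq2 Wald test (32), no filter on low counts (19), all 18 samples in the fit (16), the block (1), leaving out 1 replicate (0 to 0) and the other preset alternatives (0 each) do not.

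Of the 15 leukocyte migration genes that the paper places in the joint nonmigrated signature, 6 were called here. An adjusted p under 0.05 (15), the DESeq2 Wald test (15), no filter on low counts (10) and all 18 samples in the fit (10) come within 1.5 times of the paper's value, and so do all 4 DESeq2 settings chosen after seeing the values (15 each). Size factors of DESeq2, at least 10 counts in every sample of 1 group, protein-coding genes and lincRNAs only, and the 2 tabulated comparisons with edgeR (6 each), the block (5), and leaving out 1 replicate (4 to 6) do not. Fits of only the groups compared, chosen for the signatures after seeing the values, gave 0, with 1166 signature genes at an unadjusted p under 0.05.

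For Cd177 in joint over skin nonmigrated cells, the paper's Supplemental Table 1 gives a log2 fold change of 5.19, and the value here is 5.59 (SE 0.373). The block (5.50), leaving out skin nonmigrated replicate 3 (5.44) or joint nonmigrated replicate 3 (5.15), and DESeq2 with betaPrior shrinkage (5.48), the last chosen after seeing the values, fall within the error of the paper's value. The other alternatives, with 5.57 to 5.90, do not.

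Values that do not differ by these rules include the paper's 4507 called genes in the joint (3586 here), 1866 of them higher (1476 here) and 2641 lower (2110 here) in migrated cells. DESeq2 on only the groups compared, with protein-coding genes and lincRNAs only, gave 4503. That setting, chosen after seeing the values, comes within 1.5 times of each count above but 1. The exception is the number of genes lower in joint than in skin migrated cells. The first and second principal components hold about 89% and about 4.0% in Fig. 2A, read by eye, against 90.4% and 3.96% here. Of 25 gene values compared with Supplemental Table 1, 1 differs.

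The paper places Angpt1, Cd34, F11r, Fn1, Jam2, Mmp9, S100a8, S100a9 and Selp in the joint nonmigrated signature, and none of these 9 was called in all 3 comparisons here. All 9 were called at an adjusted p under 0.05, with the DESeq2 Wald test, and with the DESeq2 settings chosen after seeing the values. Fn1, Mmp9, S100a8 and S100a9 were also called with no filter on low counts, and Angpt1, Fn1, Mmp9 and S100a9 with all 18 samples in the fit. The paper places Cr2, Cd22, Cd79a, Cd79b and Rasgrp3 in the joint migrated signature, and 0 of these 5 were called here (397 genes at an unadjusted p under 0.05 in all 3 comparisons). All 5 were called at an adjusted p under 0.05, with the DESeq2 Wald test and with the DESeq2 settings chosen after seeing the values. With no filter on low counts Cr2, Cd22, Cd79a and Cd79b were called, and with all 18 samples Cd22 and Cr2.

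The paper names leukocyte migration among the gene sets of the joint nonmigrated signature, where 0 Reactome sets passed here (17 at an unadjusted p under 0.05). Only Reactome was used here, on a shorter list of genes, and the paper's other collections were not. The result is therefore no test of the paper's own set. Signatures at an adjusted p under 0.05 and with the DESeq2 Wald test gave 9 sets each, and leaving out 1 replicate 0 to 6. It names B cell receptor signaling for the joint migrated signature, where no list could be tested here. At an adjusted p under 0.05 1 set passed and with the DESeq2 Wald test 3, B cell receptor sets among them in both cases. The paper names cell adhesion among the sets higher in joint migrated cells, and the Reactome set for integrin cell surface interactions held 6 of 66 genes there. That set covers integrins only, so it does not test cell adhesion as the paper names it.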

Other observations

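Chosen only after the results were seen were the tests of library depth, of skin nonmigrated replicate 3 as a mixed sample, of its macrophage and T cell markers, of neutrophils and of the B cell share. The lists of B cell precursor and parotid gland genes were written after the values of Rag1 and Bpifa2, respectively, had been seen.

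Labels were regrouped within replicate numbers and each comparison refitted, keeping the parting of same-numbered samples. For joint migrated against nonmigrated, skin migrated against nonmigrated and joint against skin nonmigrated cells, 1 of 4 groupings gave as many genes as the real one, namely the real grouping itself. For joint against skin migrated cells 4 of 4 did so, since the real grouping called 0 genes, with 2770 at an unadjusted p under 0.05. With 4 groupings no share under 0.05 is possible, so regrouping cannot tell these counts from chance. For the joint nonmigrated signature, 2 of 100 arrangements of the 4 population labels gave at least 74 genes. The other of these, with 198 genes, keeps the real groups together under exchanged labels. For the joint migrated signature 100 of 100 did, again because the real value was 0, with 397 genes at an unadjusted p under 0.05.

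Joint and skin nonmigrated cells differ by 511 genes, while depth and the share of reads without a feature also separate the sites. If batch alone were the cause, the difference should recur in migrated cells. Across genes, log2 fold changes of joint over skin in the compartments correlated at 0.194, just under the limit of 0.2 set beforehand. At an adjusted p under 0.05 (edgeR), 91 genes were called in both, 84 of them in the same direction, out of 2400 and 191. Part of the difference is therefore shared by the compartments, and a batch, if there was one, and site cannot be told apart for it. With joint counts thinned to the depth of the skin libraries 483 genes were called. The Spearman correlation across genes with GC content was 0.027 and with gene length 0.051. Without skin nonmigrated replicate 3 the count rose to 1372, which is consistent with a different cell mixture in that sample widening the spread of its group.

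On the line from skin nonmigrated replicates 1 and 2 to the skin migrated mean, replicate 3 lies at 1.92%, so lymph node cells do not account for its distance from the others. Of 14 listed markers, 14 followed the pattern of macrophage markers highest and T cell markers lowest in replicate 3. The 5 listed fibroblast markers were also highest in replicate 3 (Col3a1 at 73.89 CPM, against 11.45 and 10.17 CPM in replicates 1 and 2). The 3 keratinocyte markers were lowest there (Krt5 at 12.26 CPM, against 72.37 and 149.2 CPM). A larger share of macrophages is a candidate explanation for the macrophage markers, and other cells differed as well. The test of macrophage and T cell markers was chosen with the data in view, and no biological explanation was tested.

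Granulocyte precursor genes such as Elane, Mpo and Ms4a3 lead the joint nonmigrated signature. Bone marrow cells in the joint sample are a candidate explanation. Genes of B cell precursors, which are also bone marrow cells, were higher in joint nonmigrated cells, and the smaller of their median log2 fold changes over joint migrated and over skin nonmigrated cells was 7.43. Limited by the floor, the medians over these populations were 3.83 and 4.11, with 6 of 6 genes higher. The list holds Vpreb1, which is itself in the signature, so the test is not fully independent of it. Over skin nonmigrated cells, the median of the precursor markers exceeded that of the neutrophil markers by 7.98 on the log2 scale (floor-limited medians 7.71 and 2.58). Of the 7 neutrophil markers, 5 were higher there, with log2 fold changes from 1.815 (Mmp8) to 4.13 (Retnlg). The 2 others, Csf3r and Cxcr2, were not higher (log2 fold changes -0.23 and -0.09). More neutrophils alone therefore do not account for all 7 markers, but a part for neutrophils in the difference from skin nonmigrated cells stays open. The precursor list holds leading genes of the signature itself, which widens that gap, and over joint migrated cells, where the floor-limited medians were 8.98 and 7.74, the lists do not separate. Whether such cells entered in tissue preparation or were recruited to the inflamed joint was not tested.

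B cell receptor genes higher in joint migrated than in skin migrated cells may reflect the number of B cells. The pathway genes the paper lists had a median log2 fold change of 2.18, and Ms4a1, Pax5 and Blk, B cell genes outside the pathway list, 2.17, a difference of -0.016. A larger share of B cells in the joint migrated population would give this value. Between the steady-state nodes the median of these pathway genes was 0.472, so a difference between nodes without inflammation covers a small part of it. In all, 246 genes were called between the steady-state nodes, 239 of them higher in the joint-draining node. A batch that followed site among the inflamed samples cannot be told apart from the pattern.

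Bpifa2, a parotid gland gene, took 16390, 739.6 and 6082 CPM in skin migrated replicates 1 to 3, against 4.27 to 6.60 CPM in skin nonmigrated libraries and 0 counts in the other 12 libraries. Of 7 listed parotid genes, 6 were higher in skin migrated replicate 1 than in every joint-draining node library. RNA from parotid tissue next to the auricular node is a likely source. No biological explanation was tested.

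Sex-linked genes differ between replicates. Joint nonmigrated and joint migrated replicate 2 had 2175 and 3294 counts of Ddx3y with Xist at 1.53 and 3.74 CPM. These are the only inflamed libraries with the male pattern. The other inflamed libraries had 0 to 2 counts of Ddx3y and 415.9 to 1037 CPM of Xist. Among steady-state nodes, joint-draining replicate 1 (5419 counts of Ddx3y) and all 3 skin-draining replicates (3720, 4380 and 3796) showed the male pattern. The second principal component fell in the order of replicate numbers in both groups (19.39, 7.83 and -26.94 in nonmigrated, 17.0, 0.41 and -17.69 in migrated cells). With 3 replicates this order alone says little. Together with the sex-linked genes it leaves open that same-numbered joint pools are matched, which the labels and the paper do not state, so results that change with the replicate block rest on treating the pools as independent.

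S1pr1 was lower by 0.90 (log2) in inflamed migrated than in steady-state cells of the joint-draining node (edgeR, Benjamini-Hochberg adjusted p 0.000658). This misses the log2 threshold of 1. In the skin-draining node it was lower by 1.08 (edgeR, Benjamini-Hochberg adjusted p 9.74e-05). B cell markers had medians of -2.21 and -4.15 in the same comparisons, so the cell mixture differs. With the open sort gate in the joint-draining node and a possible batch in the skin-draining node, the difference cannot be assigned to inflammation.

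For 1069 genes, the copy of Supplemental Table 1 at hand gives the log2 fold changes of the paper. Across the genes that could be matched, these correlated with the values here at 0.999 for joint migrated against nonmigrated (1038 genes), 0.977 for joint against skin nonmigrated (1021 genes), 0.990 for skin migrated against nonmigrated (1034 genes) and 0.539 for joint against skin migrated cells (951 genes). Of the 826 joint migration genes called there, 602 were called here with edgeR, 757 with the DESeq2 Wald test, and 815 with DESeq2 on only the groups compared, a setting chosen after seeing the data. For joint against skin nonmigrated cells these numbers were 82, 181 and 197 of 200, and for migrated cells 0, 18 and 31 of 32. All 12 sample columns of that table were closest to the deposited column with the same label.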
